# TXNIP in liver sinusoidal endothelial cells ameliorates alcohol-associated liver disease via nitric oxide production

**DOI:** 10.7150/ijbs.90781

**Published:** 2024-01-01

**Authors:** Eunhye Jung, Eun Bok Baek, Eun-Ju Hong, Jee Hyun Kang, Suyoung Park, Sehee Park, Eui-Ju Hong, Young-Eun Cho, Je-Won Ko, Young-Suk Won, Hyo-Jung Kwon

**Keywords:** alcohol-associated liver disease, eNOS, liver sinusoidal endothelial cells, NO, TAK1, TXNIP

## Abstract

Dysregulation of liver sinusoidal endothelial cell (LSEC) differentiation and function has been reported in alcohol-associated liver disease (ALD). Impaired nitric oxide (NO) production stimulates LSEC capillarization and dysfunction; however, the mechanism underlying NO production remains unclear. Here, we investigated the role of thioredoxin-interacting protein (TXNIP), an important regulator of redox homeostasis, in endothelial cell NO production and its subsequent effects on ALD progression. We found that hepatic TXNIP expression was upregulated in patients with ALD and in ethanol diet-fed mice with high expression in LSECs. Endothelial cell-specific *Txnip* deficiency (*Txnip^ΔEC^*) in mice exacerbated alcohol-induced liver injury, inflammation, fibrosis, and hepatocellular carcinoma development. Deletion of *Txnip* in LSECs led to sinusoidal capillarization, downregulation of NO production, and increased release of proinflammatory cytokines and adhesion molecules, whereas *TXNIP* overexpression had the opposite effects. Mechanistically, TXNIP interacted with transforming growth factor β-activated kinase 1 (TAK1) and subsequently suppressed the TAK1 pathway. Inhibition of TAK1 activation restored NO production and decreased the levels of proinflammatory cytokines, thereby, blocking liver injury and inflammation in* Txnip^ΔEC^* mice*.* Our findings indicate that upregulated TXNIP expression in LSECs serves a protective role in ameliorating ALD. Enhancing TXNIP expression could, therefore, be a potential therapeutic approach for ALD.

## Introduction

Alcohol-associated liver disease (ALD) is a major cause of chronic liver disease that affects millions of patients worldwide. The pathological process of disease development involves early steatosis and steatohepatitis, with some individuals ultimately progressing to fibrosis/cirrhosis and even hepatocellular carcinoma (HCC) 1, 2. While disease progression and pathogenesis are relatively well understood, the exact mechanisms underlying ALD pathogenesis remain unclear, and there is currently no approved therapy to prevent or cure this disease.

Liver sinusoidal endothelial cells (LSECs) are specialized endothelial cells (ECs) that line the sinusoids. These highly endocytic ECs exhibit a characteristic phenotype of nondiaphramed fenestrae and lack a basal membrane, which facilitates highly efficient material exchange between the blood and space of Disse 3-5. Normally, LSECs increase nitric oxide (NO) production under shear stress in hepatic sinusoids to regulate blood flow and maintain their differentiated phenotype in an autocrine manner. Healthy differentiated LSECs maintain Kupffer cells (KCs) and hepatic stellate cells (HSCs) in a quiescent state through endothelial NO synthase (eNOS)-dependent NO pathways. On exposure to various damaging cues, such as oxidative stress and decreased NO bioavailability, LSECs dedifferentiate into a state called capillarization. Capillarized LSECs lose their fenestrae and express the extracellular matrix to develop basement membranes. This results in LSEC dysfunction, which contributes to the activation of KCs and HSCs and damage to hepatocytes. Altered LSECs release proinflammatory mediators and overexpress adhesion molecules, which then promote liver inflammation and fibrosis 3-5. Although LSEC capillarization and dysfunction are recognized as initial pathological markers in various liver diseases, including ALD 6, 7, the mechanisms underlying the impact of LSECs on the development of ALD remain unclear.

Thioredoxin-interacting protein (TXNIP), also known as thioredoxin-binding protein-2 (TBP-2) or vitamin D upregulated protein 1 (VDUP1), is a stress-response gene 8. TXNIP can induce oxidative damage by binding to thioredoxin (TRX) and inhibiting its antioxidant activity 9, 10. TXNIP is also linked to physiological processes related to cell growth, cell survival, and pathogenesis of various diseases 8. In the liver, TXNIP is significantly upregulated in metabolic dysfunction-associated steatotic liver disease (MASLD) patients and mediates lipogenesis and fatty acid re-esterification 11, 12. In a previous study, we demonstrated that TXNIP is upregulated in patients with MASLD and elevated TXNIP attenuated steatohepatitis via autophagy and fatty acid oxidation 13. In addition, TXNIP expression is increased in the liver exposed to ethanol, suggesting that TXNIP may be involved in the pathogenesis of ALD 14.

Recently, TXNIP was shown to mediate EC inflammation in response to disturbed blood flow by increasing monocyte adhesion 15. It also triggers early apoptosis in high-glucose-treated human aortic ECs 16, 17, and its upregulated expression contributes to oxidative stress and endothelial dysfunction in hypertensive rats 17, 18. Furthermore, TXNIP can suppress eNOS activity and disrupt NO signaling 19, 20, indicating that it negatively regulates endothelial function. However, little is known about the role of TXNIP in LSECs during the development of liver diseases. Here, we aimed to address this question by determining how exposure to alcohol affects TXNIP expression in LSECs in patients with ALD and by evaluating the function of TXNIP in ALD development with regard to NO production using mice genetically lacking *Txnip* in LSECs and a human LSEC line overexpressing *TXNIP*.

## Materials and methods

### Human liver samples

Tissue microarrays containing ALD specimens were purchased from SEKISUI XenoTech (Kansas City, KS, USA). Each microarray contained 13 healthy human liver tissue samples (TMA. NORM) from donors without a history of alcohol consumption and 19 and 18 samples with steatosis (TMA. AS) and fibrosis (TMA. FIB), respectively, both from donors with a history of alcohol use. The general characteristics of healthy and ALD human liver samples are listed in the Supporting Information (Table S1). The human study was approved by the Chungnam National University Institutional Review Board (Approval Number: 02205-BR-061-01) and was performed in accordance with the Declaration of Helsinki and principles set out in the Department of Health and Human Services Belmont Report.

### Animal experiments

*Txnip^-/-^* mice on a C57BL/6J background were described previously 13. C57BL/6J mice were used as controls. Macrophage- or EC-specific *Txnip*-deficient (*Txnip^ΔMac^* and* Txnip^ΔEC^*) mice were generated by crossing *Txnip^fl/fl^* mice with *LysM-Cre* and* Tie2-Cre* transgenic mice (The Jackson Laboratory, Bar Harbor, MN, USA), respectively. Animals were maintained on a standard rodent chow diet with a 12 h light/dark cycle. All animal studies were approved by the Chungnam National University Animal Care and Use Committee (Approval Numbers: 202103A-CNU-093 and 202203A-CNU-012) and conducted according to the principles and procedures outlined in the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Mouse models for ethanol consumption

Eight-week-old female or male wild-type (WT),* Txnip^-/-^*, *Txnip^ΔMac^*,* Txnip^ΔEC^*, and* Txnip^fl/fl^* mice were fed either a Lieber-DeCarli liquid diet containing 4% or 5% ethanol (ethanol-fed) or liquid control diet (pair-fed) for 1 year or 4 weeks. Mice were initially fed a Lieber-DeCarli diet (Dyets, Bethlehem, PA, USA) *ad libitum* for 5 days to adapt them to a liquid diet, followed by a gradual increase in ethanol (Sigma-Aldrich, Burlington, MA, USA) content by 1% (v/v) each day until it reached 4% or 5% (v/v). The mice were then fed this liquid diet for 1 year (4%) or 4 weeks (5%). In some experiments, mice were fed 5% ethanol for 10 days, followed by one ethanol binge (5 g/kg, referred to as the chronic binge model), as described previously 21. For NG25 treatment, *Txnip^ΔEC^* and* Txnip^fl/fl^* mice were fed a liquid diet containing 5% ethanol for 4 weeks, with further administration of NG25 (5 mg/kg/day intraperitoneally; MedChemExpress, Monmouth Junction, NJ, USA) or vehicle.

### Histological examination

Formalin-fixed liver samples were paraffin embedded, sectioned, and stained with hematoxylin and eosin (H&E; Labcore, Seoul, Korea). In Sirius red (IHC World, Woodstock, MD, USA) staining, positive area was calculated from at least five magnification (final magnification, ×400) fields per liver section.

### Blood chemistry and hepatic lipid levels

Serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were determined using a HITACHI 7020 chemistry analyzer (Hitachi, Tokyo, Japan). Hepatic cholesterol and triglyceride (TG) content were determined using a cholesterol quantitation kit (BioVision, Waltham, MA, USA) and a TG colorimetric assay kit (Cayman, Ann Arbor, MI, USA), respectively following manufacturer's instructions.

### Immunohistochemistry (IHC) analysis

Paraffin-embedded liver tissues from human and mice were used for IHC analyses. Briefly, tissues were incubated with a primary antibody against TXNIP, F4/80, myeloperoxidase (MPO), CD31 (Abcam, Cambridge, United Kingdom), or LYVE1 (R&D Systems, Minneapolis, MN, USA) followed by incubation with the corresponding biotinylated secondary antibody (Vector Laboratories, Newark, CA, USA) (Table S2). For analysis of TXNIP expression, five fields (final magnification, ×200) were randomly selected for each slide, and the integrated optical density (IOD) of all positive staining in each image was measured using the MetaMorph 4.6 imaging software system (Molecular Devices, San Jose, CA, USA). F4/80- or MPO-positive cells were counted in 10 randomly selected fields per section (final magnification, ×400).

### Immunofluorescence (IF) analysis

Human and mouse liver sections were incubated with a primary antibody against TXNIP, F4/80, CD31 (Abcam), TAK1 (Cell Signaling Technology, Danvers, MA, USA), or LYVE1 (R&D Systems) followed by incubation with a fluorescence-conjugated antibody (Invitrogen, Waltham, MA, USA) (Table S2). The LYVE-1- or CD31-positive area was analyzed in 10 randomly selected fields per section (final magnification, ×400).

### Malondialdehyde (MDA) assay

Hepatic MDA levels were determined using a TBARS assay kit (Cell Biolabs, San Diego, CA, USA), according to the manufacturers' instructions.

### Isolation and treatment of primary mouse cells

Primary mouse hepatocytes, HSCs, KCs, and LSECs were isolated from *Txnip^-/-^* and WT mice as previously described 22. Briefly, after collagenase perfusion of liver, the cell suspension was centrifuged at 50 × *g* for 5 min to obtain hepatocytes (pellet fraction). The non-parenchymal cell (NPC)-containing supernatant was separated on 11.5% or 20% Opti-Prep gradients (Sigma-Aldrich) for isolation of HSC and KC/LSEC fractions, respectively. Each LSEC-enriched fraction was incubated with anti-CD146 magnetic beads (Miltenyi Biotec, Bergisch Gladbach, Germany) and the mixture was applied to the magnetic column of a magnetic-activated cell sorting (MACS) separator. Positively selected LSECs were cultured in EGMTM-2 MV Microvascular Endothelial Cell Growth Medium-2 supplemented with an EGMTM-2 MV SingleQuots^TM^ Supplement Pack (EBM-2; Lonza, Basel, Switzerland) at 37°C in a humidified 5% CO_2_ atmosphere. Negatively selected KCs were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) and 1% penicillin and streptomycin at 37°C.

### Human LSEC line

The immortalized human LSEC line, TMNK-1, was purchased from SEKISUI XenoTech. Cells were cultured in MCDB 131 (Gibco, Waltham, MA, USA) supplemented with an EGMTM-2 Endothelial SingleQuots^TM^ Kit (Lonza). To establish stable cell lines overexpressing *TXNIP*, TMNK-1 cells were transfected with control or *TXNIP*-expressing constructs (EX-M0226-Lv105 and EX-NEG-M105, GeneCopoeia, Rockville, MD, USA) using the Xfect transfection reagent (Clontech Laboratories, Mountain View, CA, USA) according to the manufacturer's recommendations.

### Lipopolysaccharide (LPS) treatment of cells

For LPS treatment, mouse primary LSECs or TMNK-1 cells were treated with LPS (0.75 μg/ml; Sigma-Aldrich) for the indicated time periods. For TAK1 inhibitor treatment, NG25 (500 nM; Selleck Chemicals, Houston, TX, USA) was pretreated for 3 h, followed by treatment with LPS (0.75 μg/ml) for an additional 6 or 24 h.

### Western blot analysis

Equal amounts of protein were separated using SDS-PAGE and transferred onto a nitrocellulose membrane. The membranes were incubated with antibodies against phospho-eNOS, total-eNOS, phospho-TAK1, total-TAK1, phospho-JNK, total-JNK, phospho-p38 MAPK, total-p38 MAPK, phospho-ERK1/2, total-ERK1/2 (Cell Signaling Technology), and β-actin (Sigma-Aldrich) (Table S2). The relative density was calculated as the ratio of the intensity of the protein of interest to that of β-actin, and all band intensities were within the linear range.

### RNA isolation and real-time PCR (qRT-PCR)

Total RNA was extracted from mouse liver tissue and cells using TRIzol (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer's instruction. Expression levels of target genes were quantified by performing qRT-PCR analysis with *gapdh* used as an internal control. The fold change in mRNA level was expressed as 2^-ΔΔCt^. Primer pairs used for qRT-PCR are listed in Supporting Information (Table S3).

### NO assay

Intracellular NO levels in cells were measured using a Nitric Oxide Assay Kit (Abcam) according to the manufacturer's instructions. Briefly, cells were resuspended in warm culture medium and NO Red Dye stock solution was added into the culture medium. NO formation was induced by treating stained cells with LPS and incubating them at 37°C in a 5% CO_2_ incubator for 6 or 24 h. Increase in fluorescence was monitored using a flow cytometer (BD FACSCanto™ System; BD Bioscience, San Jose, CA, USA) at excitation and emission wavelengths of 630 and 660 nm, respectively, and analyzed using the BD FACSDiva™ software (BD Bioscience).

### Immunoprecipitation (IP)

For IP, the TAK1 plasmid was transfected into *TXNIP*-overexpressing TMNK-1 cells and positive clones were screened on G-418 (Thermo Fisher Scientific) for 3 weeks. The TAK1 cloning plasmid, pcDNA3 TAK1/F, was provided by Xin Lin (Addgene plasmid). IP was performed using the Dynabead Protein A immunoprecipitation kit (Thermo Fisher Scientific).

### RNA-Seq and analysis

RNA was obtained from LSECs isolated from *Txnip^-/-^* and WT mice. Total RNA was isolated using the TRIzol reagent (Thermo Fisher Scientific). For control and test RNAs, library was constructed using a QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Vienna, Austria) according to the manufacturer's instructions. High-throughput sequencing was performed as single-end 75 sequencing using a NextSeq 550 (Illumina, Inc., San Diego, CA, USA). QuantSeq 3′ mRNA-Seq reads were aligned using Bowtie2 23. Differentially expressed genes (DEGs) were determined based on counts from unique and multiple alignments using coverage in Bedtools 24. Gene classification was based on searches done against DAVID (https://david.ncifcrf.gov/) and Medline databases (http://www.ncbi.nlm.nih.gov/). Data mining and graphic visualization were performed using ExDEGA (Ebiogen). DEGs were identified using the following criteria: log fold change > 1.3 and corrected *p* value < 0.05. The RNAseq data described herein have been deposited in NCBI Gene Expression Omnibus and are accessible through the GEO Series accession number GSE217238 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217238).

### Statistical analysis

Data are presented as means ± standard deviation (SD). Student's *t*-test was used to compare the values between the two groups. Values obtained from three or more groups were compared using one-way analysis of variance, followed by Tukey's *post-hoc* test. The relationship between TXNIP expression and clinicopathological features was analyzed using the chi-square test. The incidence of hepatic tumors was evaluated using the Fisher's exact test. Statistical analyses were performed using the GraphPad Prism software (GraphPad Software, San Diego, MA, USA). Statistical significance was set at *p* < 0.05.

## Results

### TXNIP expression is upregulated in the liver of patients with ALD and ethanol diet-fed mice

To analyze whether TXNIP expression is associated with the development of ALD, we first examined the hepatic levels of TXNIP in patients with ALD. IHC revealed markedly increased TXNIP expression in patients with alcohol-associated steatosis and fibrosis compared with that in healthy controls (Fig. 1A). The degree of TXNIP expression was positively correlated with the percentage of macro-fat in alcoholic patients with steatosis (Fig. 1B). Correlation analysis also showed a significant association between increased TXNIP expression and the severity of fibrosis or ethanol intake in alcoholic patients with fibrosis (Fig. 1C). Consistent with the findings in human samples, the protein and mRNA expression levels of TXNIP were significantly increased in mice fed the ethanol diet (Fig. 1D and E). Taken together, these findings suggest that TXNIP overexpression is related to ALD and that TXNIP plays an important role in this process.

### Endothelial-specific deletion of Txnip exacerbates ethanol-induced liver injury, inflammation, fibrosis, and HCC development

To investigate how TXNIP contributes to the development of ALD, *Txnip* total knockout (*Txnip^-/-^*) and WT mice were fed a control or 4% ethanol diet for 1 year. Ethanol-fed *Txnip^-/-^* mice had a lower survival rate, higher liver-to-body weight ratio, and higher serum levels of ALT and AST than did ethanol-fed WT mice (Fig. S1A-C). We found that 3 of 9 ethanol-fed *Txnip^-/-^* mice (33.3%) developed tumor nodules of variable sizes in the liver, whereas no obvious hepatic tumor was observed in ethanol-fed WT mice (Fig. S1D-F). In addition, ethanol-fed *Txnip^-/-^* mice exhibited an increased number of F4/80- and MPO-positive cells and Sirius red-positive areas (Fig. S1G). qRT-PCR analysis showed that the hepatic expression of genes involved in inflammation (tumor necrosis factor-α [*Tnf*], interleukin-6 [*Il6*], IL-1β [*Il1b*], and C-C motif chemokine ligand 2 [*Ccl2*]) and fibrosis (transforming growth factor-β [*Tgfb1*], collagen 1 α1 [*Col1a1*], and tissue inhibitor of metalloproteinases-1 [*Timp1*]) were markedly elevated in *Txnip^-/-^* mice (Fig. S1H and I).

Because TXNIP was upregulated in patients with ALD and in ethanol-fed mice, we next investigated the cell types responsible for this effect. Hepatocytes, KCs, LSECs, and HSCs were isolated from chronic binge ethanol-fed WT mice, and TXNIP expression was analyzed. In the control diet-fed WT mice, the major *Txnip*-expressing cells were LSECs, which exhibited approximately 11.5-, 7.49-, and 4.89-fold higher *Txnip* expression than did hepatocytes, KCs, and HSCs, respectively (Fig. 2A). Chronic binge ethanol feeding increased *Txnip* mRNA levels in KCs (1.4-fold) and LSECs (1.8-fold), but not in hepatocytes and HSCs (Fig. 2A). We also co-stained liver sections for TXNIP and markers of KCs (F4/80) or LSEC (lymphatic vessel endothelial hyaluronan receptor 1; LYVE-1) and found that TXNIP was highly expressed in KCs and LSECs (Fig. 2B and Fig. S2A).

To determine which hepatic cell type contributed to alcohol-induced liver diseases by expressing TXNIP, we generated macrophage- or EC-specific *Txnip*-deficient (*Txnip^ΔMac^* and* Txnip^ΔEC^*) mice by crossing *Txnip^fl/fl^* mice with *LysM-Cre* and* Tie2-Cre* transgenic mice, respectively. Loss of *Txnip* expression was confirmed by nondetectable* Txnip* mRNA levels in KCs and LSECs isolated from *Txnip^ΔMac^* or* Txnip^ΔEC^* mice compared with those in control (*Txnip^fl/fl^*) mice (Fig. S2B). We then determined the effects of KC or LSEC *Txnip* depletion on ALD development. Compared to *Txnip^fl/fl^* mice, *Txnip^ΔEC^* mice had higher levels of serum ALT and AST and hepatic expression of *Tnf*,* Il6*,* Il1b*, and adhesion G protein-coupled receptor E1 (*Adgre1*) after 4 weeks of alcohol feeding; however, there was no significant difference in hepatic TG or cholesterol levels (Fig. S2C-E). *Txnip^ΔMac^* mice showed no change in liver injury or inflammatory response compared with *Txnip^fl/fl^* mice (Fig. S2C-E). We further examined whether the increased liver injury and inflammation in *Txnip^ΔEC^* mice were associated with HCC development. After 1 year of ethanol feeding, hepatic tumorigenesis was strongly accelerated in *Txnip^ΔEC^* mice compared with that in *Txnip^fl/fl^* mice (Fig. 2C and D) and was associated with increased liver damage (serum ALT and AST levels and liver histology), inflammation (the number of MPO-positive cells and expression levels of *Il6*, *Ccl2*, *Ccl4,* vascular cell adhesion molecule 1 [*Vcam1*], and vascular adhesion protein 1 [*Vap1*]), and fibrosis (the Sirius red-stained area and expression levels of *Laminin*,* Cola1*,* Col3a1*, and *Col4a1*) (Fig. 2E-G and Fig. S3). These results indicate that endothelium-specific deletion of *Txnip* likely increases susceptibility to ethanol-induced liver injury, inflammation, fibrosis, and HCC development.

### Endothelial Txnip deficiency reduces NO production and promotes LSEC capillarization and proinflammatory function

To evaluate the effects of TXNIP on LSECs, we performed RNA-seq on LSECs isolated from *Txnip^-/-^* and WT mice (Fig. S4A). 

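LSECs, the fenestrated endothelial cells that line the liver sinusoids, were sequenced as 3 libraries from *Txnip-/-* mice and 3 from WT mice. QuantSeq reads start near the polyadenylated end of each transcript, so a count stands for transcripts and does not grow with transcript length. The authors aligned the reads with Bowtie2 and counted unique and multiple alignments per gene with Bedtools, and the deposited values are these whole-number counts by gene symbol, without normalization. The paper's text does not name the genome build, the annotation or whether strand was used in the counting. Because reads with several alignments were counted, a gene with near-identical copies can hold reads of its copies. The counts of the *Txnip-/-* libraries summed to 9147764, 10193952 and 9632360 for replicates 1, 2 and 3, and those of the WT libraries to 9745357, 9951078 and 9699159. The ribosomal RNA precursor row *Rn45s* took 17.0%, 18.6% and 16.8% of the counts in the *Txnip-/-* libraries, and 10.0%, 9.68% and 17.8% in the WT libraries, so WT replicates 1 and 2 stood apart from the other 4 libraries in this share. From the counts, 11583 of the 23282 rows passed edgeR's filter on low counts, libraries were scaled by TMM normalization, and the genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with genotype as the single term. Levels are given as CPM, the counts scaled to one library size with the TMM factors, mean ± SD with n = 3 libraries per genotype. *Txnip* itself lies on chromosome 3 of GRCm38 from 96557957 to 96561883 on the plus strand (GENCODE M21), where its 8 exons end in a 3′ untranslated region in exon 8. Its counts were 269, 216 and 191 in the *Txnip-/-* libraries and 1901, 2019 and 1994 in the WT libraries, so the labels of all 6 libraries matched the genotype. The level was 24.2 ± 5.15 CPM in *Txnip-/-* LSECs and 196 ± 13.3 CPM in WT LSECs, a log2 fold change of -3.02 (standard error 0.14, adjusted p = 6.94e-10, edgeR). With each library left out in turn, this log2 fold change lay between -3.21 and -2.92.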

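To compare the 6 libraries as wholes, Euclidean distances were taken between them on log2 CPM (prior count 2) over the 11583 genes that passed the filter. The distance averaged 72.5 between *Txnip-/-* libraries, 58.5 between WT libraries and 71.9 between libraries of different genotype. The mean distance between genotypes exceeded the mean within genotypes by 6.45, the largest difference among the 10 ways to split the 6 libraries into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). WT replicates 1 and 2 were 46.1 apart, while WT replicate 3 was 64.5 and 64.9 from them. WT replicates 1 and 2 still differed by more than the sampling noise, with a chi-square of 3.93 per degree of freedom. This chi-square allows for counting error only, so it cannot tell separate mice from repeat libraries of one sample. The 2 libraries were kept as separate replicates, as labelled. By this chi-square on the counts WT replicate 3 was nearer to the *Txnip-/-* libraries (13.3 to 17.1) than to WT replicates 1 and 2 (37.0 and 40.2). With it as the distance, an alternative chosen after seeing the data, 2 of the 10 splits had a difference as large as the real one (exact permutation test, one-sided, p = 0.2), and the first split of the tree set WT replicates 1 and 2 apart. The first principal component held 29.1% of the variance and placed the *Txnip-/-* libraries between -26.3 and -20.9 and the WT libraries between 14.6 and 38.1. In a tree with average linkage, the first split set *Txnip-/-* replicate 1 apart from the other libraries. With complete linkage, or with 1 minus the Spearman correlation as the distance, the first split parted the genotypes.

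**Figure D1:**
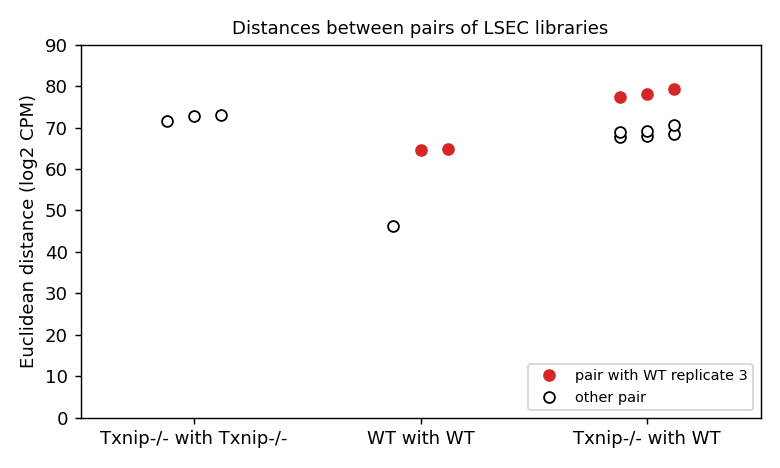
Euclidean distance on log2 CPM (vertical axis) for each pair of LSEC libraries, grouped by the genotypes of the pair. Each circle is a pair, and filled circles are pairs with WT replicate 3. The 9 distances between genotypes run from 67.6 to 79.3 and overlap those between *Txnip-/-* libraries, which run from 71.6 to 72.9.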

The two groups were clearly separated in the cluster analysis, indicating that they differed significantly (Fig. S4B). Gene set enrichment analysis (GSEA) revealed that cellular signaling pathways or genes related to inflammation, angiogenesis, and vasculature morphogenesis/development were significantly affected by *Txnip* deficiency (Fig. 3A). 

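The gene sets of the paper's GSEA were not used here, so related lists were tested with limma's camera test on log2 CPM, and p-values were adjusted over the 6 lists tested at this step and at the heat maps. A list of 53 chemokine and cytokine genes, written before the data were examined, had 25 genes above the filter, of which 17 were higher and 8 lower in *Txnip-/-* LSECs, and it shares 12 genes with Fig. 3G. Its mean log2 fold change was 0.40 (adjusted p = 0.000717, limma camera). This shift came from the shared genes. The 10 of them above the filter were all higher, with a mean of 1.42, while the other 15 genes (7 higher, 8 lower) had a mean of -0.28, a comparison chosen after seeing the data. After adjustment over all genes tested, 8 of the 25 genes passed 0.05 in edgeR's test, and 10 passed when adjusted over the list alone. For the whole list the call held with limma's fry test and with an estimated inter-gene correlation. The mean depended on which low-count genes passed the filter. It was 0.016 without *Txnip-/-* replicate 3, 0.21 without *Txnip-/-* replicate 2 and 0.66 without WT replicate 2, while over the same 25 genes it stayed between 0.33 and 0.45 with each library left out in turn. A list of 63 angiogenesis and vessel genes had 50 above the filter (17 higher and 33 lower), and shares 3 genes each with the capillary EC and inflammation genes of Fig. 3B and 3G. Its mean log2 fold change was -0.020 and did not differ from the other genes (adjusted p = 0.605, limma camera), although 8 of its genes passed an adjusted p of 0.05 over all genes tested and 18 passed when adjusted over the list alone. Thus single vessel genes changed in both directions without a shift of the list. Among 787 mouse Reactome sets, 2 passed an adjusted p of 0.05 in the camera test, complement cascade (lower, 14 genes, mean log2 fold change -0.54, adjusted p = 0.0132) and ZBP1 (DAI) mediated induction of type I IFNs (higher, 13 genes, mean log2 fold change 0.23, adjusted p = 0.0427). With the inter-gene correlation estimated, 0 sets passed and 22 had an unadjusted p under 0.05. Next by p were syndecan interactions and RIP-mediated NFkB activation via ZBP1 (higher) and other semaphorin interactions and generation of second messenger molecules (lower), with adjusted p-values from 0.0565 to 0.0846 (limma camera). The set of chemokines and their receptors (23 genes, mean log2 fold change 0.28) and that of cytokine signaling in the immune system (170 genes, -0.073) had adjusted p-values of 0.311 and 0.945 (limma camera). The sets for VEGF signaling, interleukin signaling and eNOS activation had adjusted p-values of 0.841, 0.886 and 0.752 (limma camera).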

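The LSEC genes in Fig. 3B are *Fcgr2b*, *Col13a1*, *Stab2*, *Stab1*, *Ehd3*, *Bmp2*, *Clec1b*, *Pde2a*, *Lyve1* and *Maf*, and the capillary EC genes are *Rgs5*, *Rspo3*, *Lama4*, *Stc1*, *Cav1*, *Fgfr1*, *Vegfc*, *Plod2* and *Apln*. All 10 LSEC genes had a lower mean level in *Txnip-/-* LSECs, with log2 fold changes from -0.79 to -0.12. For 8 of them every *Txnip-/-* library lay below every WT library, where chance gives 10% of genes without overlap in either direction and 17.4% of all tested genes had none. *Maf* (chromosome 8 of GRCm38, 115682942 to 115707794) fell from 173 ± 1.57 CPM in WT LSECs to 115 ± 0.49 CPM in *Txnip-/-* LSECs (log2 fold change -0.59, standard error 0.09, adjusted p = 0.00129, edgeR). *Stab1* (chromosome 14, 31139013 to 31168641) fell from 349 ± 24.2 to 254 ± 16.1 CPM (log2 fold change -0.46, standard error 0.09, adjusted p = 0.00984, edgeR), and *Stab2* (chromosome 10, 86841198 to 87008025) from 243 ± 11.1 to 189 ± 5.36 CPM (log2 fold change -0.36, standard error 0.09, adjusted p = 0.0448, edgeR). *Stab2* did not reach a 1.3-fold change. The adjusted p rose above 0.05 for *Stab1* without *Txnip-/-* replicate 2 or 3, and for *Stab2* with each library left out except WT replicate 3. The 3′ end of *Stab1* overlaps an exon of *Nt5dc2* on the opposite strand, and those of *Clec1b* and *Pde2a* overlap exons of *Clec9a* and *Gm45837* on the same strand, so their counts may include reads of these neighbours. *Lyve1*, the most abundant of the 10, had 13206, 16107 and 18485 counts in the *Txnip-/-* libraries, 35772 and 39680 in WT replicates 1 and 2 and 14366 in WT replicate 3. Its log2 fold change of -0.79 (standard error 0.21, adjusted p = 0.088, edgeR) passed the adjusted threshold without WT replicate 3 (log2 fold change -1.10, adjusted p = 5.16e-08, edgeR) and with no filter on low counts. It turned to 0.16 in a fit with a term for WT replicates 1 and 2, which was chosen after seeing the data. In that fit the genotype difference rests on WT replicate 3 as the only WT library. The other 6 LSEC genes did not pass an adjusted p of 0.05.
All 9 capillary EC genes were higher in *Txnip-/-* LSECs, with log2 fold changes from 0.20 to 1.35, and for 7 of them the genotypes did not overlap. *Rspo3* (chromosome 10, 29452416 to 29535867) rose from 9.87 ± 2.59 to 25.3 ± 2.69 CPM (log2 fold change 1.35, standard error 0.23, adjusted p = 0.00302, edgeR), and the other 8 genes did not pass the adjusted threshold. *Rgs5* and *Stc1* had under 3 CPM in both genotypes. Tested as sets, the LSEC genes had a mean log2 fold change of -0.43 (adjusted p = 6.57e-07 over 6 lists, limma camera) and the capillary EC genes of 0.60 (adjusted p = 1.38e-06), and both calls held with fry and with an estimated inter-gene correlation. With the term for WT replicates 1 and 2, and so against WT replicate 3 alone, the means were -0.30 and 0.68. Adjusted over the list alone, 8 LSEC genes and 4 capillary EC genes passed 0.05. The paper shows these genes from the same libraries and its text does not state how they were picked, so the set tests, the counts without overlap and the counts adjusted over the list alone are not independent evidence.

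**Figure D2:**
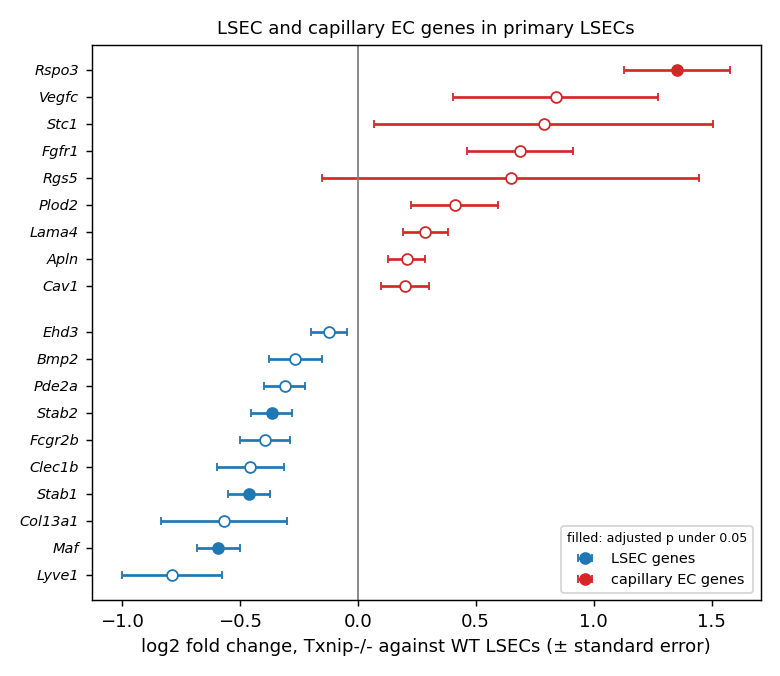
Log2 fold change between *Txnip-/-* and WT LSECs (horizontal axis) for the 10 LSEC genes (blue) and 9 capillary EC genes (red) of Fig. 3B, with bars for the standard error. Filled circles have an adjusted p under 0.05 in edgeR's test. The LSEC genes lie between -0.79 and -0.12, and the capillary EC genes between 0.20 and 1.35.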

A heat map revealed that *Txnip*-deficient LSECs exhibited downregulation of LSEC-associated genes and upregulation of capillary EC-associated genes (Fig. 3B). qRT-PCR confirmed that the capillary EC markers, endothelin-1 (*Edn1*) and *Cd34*, were upregulated in *Txnip*-deficient LSECs, whereas the LSEC differentiation markers, stabilin-1 (*Stab1*) and stabilin-2 (*Stab2*), were downregulated (Fig. 3C). LPS treatment promoted LSEC capillarization, which was much greater in *Txnip*-deficient LSECs (Fig. 3C). Consistently, 1 year of ethanol feeding significantly decreased LSEC-associated protein (LYVE-1) expression in *Txnip^ΔEC^* mice but increased the protein and mRNA levels of capillary EC-related factors (*Cd31*, *Cd34*, and *Edn1*) (Fig. S4C and D). The eNOS-NO signaling pathway maintains the LSEC-differentiated phenotype, and dysfunctional LSECs exhibit impaired NO production 25. The protein expression of phospho-eNOS, mRNA level of endothelial NO synthase (*Nos3*), and NO production were lower in *Txnip*-deficient LSECs than in WT LSECs under normal culture conditions and after LPS treatment (Fig. 3D-F). Furthermore, 1 year ethanol-fed *Txnip^ΔEC^* mice showed significantly decreased expression of eNOS versus *Txnip^fl/fl^* mice (Fig. S4E).

Capillarized and dysfunctional LSECs acquire a proinflammatory phenotype and function via the release of proinflammatory mediators and overexpression of adhesion molecules 3. Analysis of RNA-seq data indicated that a set of genes involved in inflammation was altered upon *Txnip* knockout (Fig. 3G). 

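Of the 26 inflammation genes in Fig. 3G, 22 passed the filter on low counts, and all 22 had higher mean levels in *Txnip-/-* LSECs, with log2 fold changes from 0.44 to 3.26. For 18 of the 22, every *Txnip-/-* library lay above every WT library, against 17.4% of all tested genes without overlap in either direction and 10% by chance. The change passed an adjusted p of 0.05 over all genes tested for 11 genes, and for 18 when adjusted over the list alone. *Cxcl5* (chromosome 5 of GRCm38, 90759360 to 90761624) had the largest log2 fold change of the 22 and rose from 2.79 ± 0.35 CPM in WT LSECs to 26.7 ± 5.6 CPM in *Txnip-/-* LSECs, a log2 fold change of 3.26 (standard error 0.26, adjusted p = 8.99e-07, edgeR). *Cxcl1* (chromosome 5, 90891241 to 90893115) rose from 52.0 ± 1.32 to 151 ± 14.5 CPM (log2 fold change 1.53, standard error 0.11, adjusted p = 4.4e-07, edgeR). *Cxcl2* (chromosome 5, 90903871 to 90905938) rose from 147 ± 10.6 to 332 ± 8.54 CPM (log2 fold change 1.17, standard error 0.09, adjusted p = 8.22e-07, edgeR). *Ccl2* on chromosome 11 (82035571 to 82037453), the most abundant gene of the list, rose from 780 ± 40.1 to 1448 ± 19.6 CPM (log2 fold change 0.89, standard error 0.07, adjusted p = 1.01e-06, edgeR). *Cxcl12* on chromosome 6 (117168535 to 117181367) rose from 98.3 ± 8.36 to 236 ± 42.5 CPM (log2 fold change 1.26, standard error 0.12, adjusted p = 7.08e-06, edgeR). These 5 genes kept an adjusted p under 0.05 with each library left out in turn. *Ccl7*, *Thbs1*, *Csf1*, *Axl* and *Il4ra* also passed the threshold, with log2 fold changes from 0.74 (*Csf1*) to 1.16 (*Ccl7*), and of these *Ccl7* lost its call in a fit that left out a library (adjusted p = 0.0669 without *Txnip-/-* replicate 2, edgeR). *Il18r1*, *S100a8*, *Il6* and *Cxcl3* had at most 17 counts in any library and were below the filter. *Il6* had 5, 0 and 12 counts in the *Txnip-/-* libraries and 1, 0 and 0 in the WT libraries, so its change could not be measured at this depth. *Tnf* rose from 0.68 ± 0.65 to 1.64 ± 0.91 CPM, within the spread between libraries (adjusted p = 0.645, edgeR). As a set, the 22 genes had a mean log2 fold change of 1.05 (adjusted p = 1.09e-25 over 6 lists, limma camera), which held with fry and with an estimated inter-gene correlation. It was 1.44 with a term for WT replicates 1 and 2, a fit that compares the *Txnip-/-* libraries with WT replicate 3 alone. As for Fig. 3B, the genes are shown from the same libraries, so neither the set tests nor the counts without overlap or adjusted over the list alone are independent evidence.

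**Figure D3:**
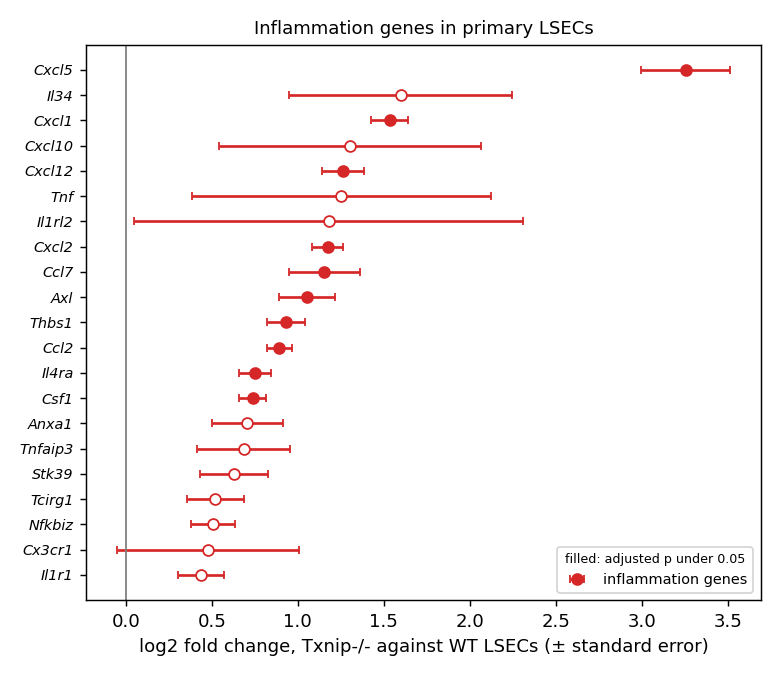
Log2 fold change between *Txnip-/-* and WT LSECs (horizontal axis) for 21 of the inflammation genes of Fig. 3G above the filter, with bars for the standard error. Filled circles are the 10 of these genes with an adjusted p under 0.05 in edgeR's test. All 21 lie above 0, from 0.44 (*Il1r1*) to 3.26 (*Cxcl5*).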

Consistently, *Txnip*-deficient LSECs showed upregulation of *Tnf*,* Il6*,* Il1b*,* Ccl2*,* Ccl4*, and *Vcam1* compared to WT LSECs after LPS treatment (Fig. 3H). Additionally, LSECs isolated from chronic binge ethanol-fed *Txnip^ΔEC^* mice exhibited increased expression of *Tnf*,* Il6*,* Il1b*, and *Ccl2* (Fig. S4F). Collectively, these results suggest that the lack of endothelial *Txnip* results in impaired NO production and an altered LSEC phenotype, which might promote liver injury and inflammation.

### Endothelial TXNIP overexpression inhibits LSEC capillarization and stimulates NO production

To directly determine the functional role of TXNIP in LSECs, we established stable *TXNIP*-overexpressing (*TXNIP*-OE) TMNK-1 cells, a human LSEC line and verified using western blotting (Fig. 4A). qRT-PCR analysis revealed that the expression levels of *STAB1* and *STAB2* were much higher in *TXNIP*-OE TMNK-1 cells than in vector control cells under normal culture conditions, whereas *EDN1* and *CD34* levels were downregulated (Fig. 4B). In addition, LPS-induced increase in *EDN1* and *CD34* was suppressed in *TXNIP*-OE TMNK-1 cells, whereas LPS-induced decrease in the levels of *STAB1* and *STAB2* was partially inhibited by *TXNIP* overexpression (Fig. 4B). Compared with vector control, *TXNIP* overexpression increased the phospho-eNOS level and NO production under normal culture conditions and after LPS treatment (Fig. 4C and D). Collectively, these findings demonstrate that endothelial *TXNIP* overexpression prevents LSEC capillarization and increases NO level.

### TXNIP interacts with TAK1 and inhibits TAK1/JNK signaling in LSECs

To investigate the mechanism by which TXNIP regulates LSECs, we searched for DEGs by analyzing RNA-seq data from the LSECs of *Txnip^-/-^* and WT mice. We identified 326 DEGs, of which 139 were upregulated and 187 were downregulated, in *Txnip*-deficient versus WT LSECs (Fig. 5A). 

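With an adjusted p under 0.05 and a fold change above 1.3 in either direction, edgeR's quasi-likelihood test called 167 DEGs among the 11583 genes, 59 upregulated and 108 downregulated in *Txnip-/-* LSECs. The paper's methods state a log fold change above 1.3. A fold change of 1.3 was used because Fig. 5A draws its lines near the log2 of this value, so the threshold meant remains in doubt. With the methods' wording read as a log2 fold change above 1.3, 57 genes were called, 10 upregulated and 47 downregulated. With no filter on low counts there were 301 DEGs. With an unadjusted p under 0.05 in place of the adjusted p, 867 genes passed. Without WT replicate 3 there were also 301, 147 of them among the 167, and with any other library left out there were between 89 and 112. A fit with a term for WT replicates 1 and 2 was chosen after seeing the data. It leaves WT replicate 3 as the only WT library compared, so its DEGs are not counted. The upregulated genes with the smallest p and no overlap between the genotypes were the chemokine genes *Cxcl1*, *Cxcl2*, *Cxcl5*, *Ccl2* and *Cxcl12*. Among the downregulated genes these were *Txnip*, *Cd163*, *Saa3*, *Apoe* and *Ctss*. *Cd163* (chromosome 6 of GRCm38, 124304656 to 124330527), a scavenger receptor gene of macrophages, fell from 55.9 ± 3.71 CPM in WT LSECs to 13.3 ± 0.35 CPM in *Txnip-/-* LSECs (log2 fold change -2.07, standard error 0.15, adjusted p = 5.48e-07, edgeR). *Saa3* (chromosome 7, 46711998 to 46715700) fell from 96.0 ± 4.23 to 25.9 ± 5.87 CPM (log2 fold change -1.89, standard error 0.15, adjusted p = 8.99e-07, edgeR). *Apoe* (chromosome 7, 19696109 to 19699188) fell from 540 ± 23.9 to 268 ± 10.5 CPM (log2 fold change -1.01, standard error 0.08, adjusted p = 1.01e-06, edgeR), and *Ctss* (chromosome 3, 95526786 to 95556403) from 58.8 ± 5.05 to 17.4 ± 1.43 CPM (log2 fold change -1.75, standard error 0.15, adjusted p = 1.7e-06, edgeR). These 4 genes kept their calls with each library left out in turn. *Ctss* is also in a list of Kupffer cell markers, of which all 18 tested were lower and 15 were DEGs. Fewer macrophages among the cells collected from *Txnip-/-* mice therefore stay open as a cause for *Ctss*, *Cd163* and a part of the 108 downregulated DEGs.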

The Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis showed that the mitogen-activated protein kinase (MAPK) pathway was most significantly altered by *Txnip* deficiency (Fig. 5B). 

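The KEGG sets were not used here. A list of 104 genes of the MAPK cascades, written before the data were examined, had 91 genes above the filter, of which 44 were higher and 47 lower in *Txnip-/-* LSECs. Of these 91 genes 2 were DEGs, or 2.2%, against 165 of the other 11492 tested genes, or 1.44% (Fisher's exact test, two-sided, p = 0.379). At an unadjusted p under 0.05, 12 of the 91 passed, or 13.2% against 11.5% of the other genes. Adjusted over the list alone, 3 genes passed 0.05. The mean log2 fold change of the list was 0.029 (adjusted p = 0.605 over 6 lists, limma camera). Both DEGs were upregulated. *Gadd45b* (chromosome 10 of GRCm38, 80930073 to 80932204), an activator of the MAP3K step, rose from 7.98 ± 0.99 CPM in WT LSECs to 17.9 ± 3.05 CPM in *Txnip-/-* LSECs (log2 fold change 1.16, standard error 0.24, adjusted p = 0.0155, edgeR). *Fosl1* (chromosome 19, 5447547 to 5455946), a Fos-family transcription factor gene whose 3′ end overlaps an exon of *Ccdc85b* on the opposite strand, rose from 92.6 ± 9.79 to 136 ± 18.3 CPM (log2 fold change 0.55, standard error 0.12, adjusted p = 0.0211, edgeR). Each of the 2 lost its call in 3 of the 6 fits that left out a library. *Fosl2* and *Mef2c* were lower and *Map4k4* and *Junb* higher at an unadjusted p under 0.05, with log2 fold changes of -0.36, -0.39, 0.27 and 0.33, and none of these 4 passed after adjustment over all genes. The 3′ end of *Junb* overlaps an exon of *Prdx2* on the opposite strand. *Map3k7*, which encodes TAK1, had 110 ± 1.61 CPM in *Txnip-/-* LSECs and 113 ± 3.1 CPM in WT LSECs (log2 fold change -0.028, standard error 0.09, adjusted p = 0.948, edgeR). The JNK genes *Mapk8* and *Mapk9* had log2 fold changes of -0.033 and -0.079 (adjusted p = 0.978 and 0.903, edgeR), within the spread between libraries. The Reactome sets of JNK phosphorylation by activated TAK1 (17 genes) and of p38 MAPK activation by activated TAK1 (19 genes) had adjusted p-values of 0.957 and 0.841 (limma camera). RNA levels do not measure phosphorylation, the step that activates these kinases. The paper states that the KEGG MAPK pathway was the most altered, and next reports the phosphorylation of TAK1 and JNK.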

Western blot analysis further revealed that LPS treatment elevated TAK1 and JNK phosphorylation, which was greatly increased in *Txnip*-deficient LSECs (Fig. 5C). TAK1 and JNK activation was also increased in ethanol-fed *Txnip^ΔEC^* mice compared with that in *Txnip^fl/fl^* mice (Fig. 5D). In contrast, *TXNIP* overexpression inhibited LPS-induced phosphorylation of TAK1 and JNK (Fig. 5E). *Txnip* deficiency or overexpression in LSECs affected the phosphorylation of p38 MAPK and extracellular signal-regulated kinase (ERK) *in vitro*. However, p38 MAPK and ERK signals did not change in ethanol-fed *Txnip^ΔEC^* mice (Fig. S5). To further investigate the potential molecular mechanisms by which TXNIP regulates the MAPK pathway in LSECs, we examined the localization of TXNIP and TAK1. IF staining showed that TXNIP colocalized with TAK1 in the cytoplasm of TMNK-1 cells (Fig. 5F). Co-IP experiments revealed that TXNIP interacted with TAK1 in TMNK-1 cells (Fig. 5G). Taken together, these findings demonstrate that TXNIP interacts with TAK1 and regulates TAK1/JNK pathway in LSECs.

### Inhibition of TAK1 activity restores NO production and blocks ethanol-induced liver injury and inflammation in Txnip^ΔEC^ mice

To further clarify whether TAK1 mediated the effects of TXNIP on ALD development, TAK1 activity was blocked in LSECs using a specific TAK1 inhibitor. Compared with the vehicle control group, NG25 treatment suppressed the LPS-induced phosphorylation of TAK1 and JNK in *Txnip*-deficient LSECs (Fig. 6A). In addition, NG25 reversed the downregulation of *Nos3* and NO production and the upregulation of proinflammatory cytokines and *Vcam1* in LPS-treated *Txnip*-deficient LSECs (Fig. 6B and C). The requirement of TAK1 for TXNIP function was further validated *in vivo*. *Txnip^fl/fl^* and *Txnip^ΔEC^* mice were fed an ethanol diet accompanied with NG25. The ethanol diet-induced increases in liver injury (liver histology and serum ALT and AST levels), oxidative stress (MDA), and cytokine and adhesion molecule levels (*Tnf*, *Il6*, *Il1b*, *Ccl2*, *Ccl4*, and *Vcam1*) in *Txnip^ΔEC^* mice were reduced to levels similar to those in *Txnip^fl/fl^* mice (Fig. 6D-G). Collectively, these results indicate that TAK1 mediates the protective effects of TXNIP during ALD development.

### LSEC capillarization is increased in patients with ALD and positively correlated with TXNIP expression

Finally, we examined the relevance of our experimental findings to patients with ALD. Consistent with previous reports 6, 26, the area positive for LYVE-1, an LSEC differentiation marker, was reduced in the liver of alcoholic patients with fibrosis compared with that in healthy controls, whereas the area positive for CD31, a capillary EC marker, was significantly increased (Fig. 7A and B). LYVE-1 expression was negatively correlated with fibrosis grade and ethanol intake, whereas CD31 expression was positively correlated with these parameters (Fig. 7C and D).

Similar to our in *vivo* and *in vitro* results, co-IF staining showed that TXNIP was coexpressed with LYVE-1 in healthy controls. However, patients with alcoholic fibrosis exhibited colocalization of TXNIP and CD-31 (Fig. 7E). Notably, IHC staining revealed strong immune positivity for TXNIP in LSECs of patients with alcoholic fibrosis, but weak staining in healthy controls (Fig. 7F). Examination of the correlation between TXNIP and LYVE-1 or CD31 in human ALD tissues showed that TXNIP expression was negatively and positively correlated with LYVE-1- and CD31-positive area, respectively (Fig. 7G).

## Discussion

Here, we found that TXNIP was upregulated in the livers of patients with ALD compared with that in healthy controls and mice subjected to ethanol feeding. TXNIP was overexpressed mainly in LSECs, and mice genetically lacking *Txnip* in ECs exhibited accelerated liver injury, hepatitis, fibrosis, and HCC development following ethanol feeding. The increased risk of alcohol-induced hepatocarcinogenesis in *Txnip^ΔEC^* mice is likely due to LSEC capillarization, dysfunction, and a proinflammatory phenotype. Further experiments showed that TXNIP interacted with TAK1, ultimately suppressing TAK1 activation and downstream JNK signaling. Inhibition of TAK1 activation restored eNOS levels and NO production and inhibited the release of proinflammatory mediators, further contributing to decreased liver injury and inflammation in ethanol-fed *Txnip^ΔEC^* mice.

The alcoholic liver injury is most widely modeled by *ad libitum* feeding of mice with the Lieber-DeCarli liquid diet containing 5% ethanol for 4-8 weeks 21; however, this model, without the addition of a secondary insult, only induces mild steatosis, slight elevation of serum ALT levels and little or no inflammation 27-32. Stepwise feeding of the Lieber-DeCarli ethanol diet up to 12 weeks induces remarkable fatty liver but only mild elevation of serum ALT levels 33, 34. Consistent with these results, *Txnip^fl/fl^* mice showed hepatic lipid accumulation after 4% ethanol feeding for 1 year, but mild increases in serum ALT levels and inflammatory cell infiltration. However, *Txnip^ΔEC^* mice exhibited remarkable upregulation of serum ALT and AST levels, proinflammatory cytokines, fibrosis, and HCC development, indicating that endothelial-specific deletion of *Txnip* exacerbates alcohol-induced liver diseases.

In recent years, numerous studies have reported altered LSEC phenotypes and functions in ALD. Biopsy specimens from patients with alcoholism show significantly fewer fenestrations and lower endothelial porosity than those obtained from non-alcoholics, indicating that sinusoids undergo capillarization during alcoholic liver injury 6, 26. Sinusoidal capillarization is also observed in liver biopsies of patients with alcoholism with mild fibrosis and increases as fibrosis progresses to cirrhosis 26. Here, we observed greater LSEC capillarization in patients with ALD than in healthy controls. In addition, increased expression of capillary EC markers in human ALD correlated with elevated TXNIP expression. The role of TXNIP in ECs has been previously reported. Overexpression of TXNIP reduces eNOS phosphorylation and NO generation, thus impairing endothelial function, whereas its knockdown rescues endothelial dysfunction by restoring eNOS expression 19, 20. TXNIP promotes inflammation by increasing monocyte adhesion in ECs 16, whereas silencing TXNIP prevents LPS-induced inflammatory response, apoptosis, and oxidative damage 35. In contrast, we found that *Txnip* deletion in LSECs induced capillarization, reduced eNOS levels and NO production, and increased the release of proinflammatory mediators and adhesion molecules, accompanied by accelerated alcohol-induced hepatocarcinogenesis. This discrepancy may be attributed to the unique phenotype of LSECs, which differ morphologically and functionally from capillary ECs in the presence of typical fenestrations, clustering in sieve plates, and the absence of a basement membrane 3. Given that overexpression of TXNIP inhibits sinusoidal capillarization and stimulates eNOS level and NO production, the increased TXNIP expression in LSECs of patients with ALD may be a compensatory mechanism to protect liver from alcohol-induced damage. This is consistent with the findings of our previous study, which showed that TXNIP expression is increased in hepatocytes of MASLD patients and elevated TXNIP serves a protective function to ameliorate steatohepatitis by promoting autophagy and fatty acid-oxidation 13.

Our systematic RNA-seq analyses showed that the MAPK signaling cascade was closely associated with *Txnip* loss in LSECs. *Txnip* deficiency in LSECs increased JNK activation, which was accompanied by decreased eNOS levels, NO production, and an enhanced inflammatory response. Consistently, higher JNK phosphorylation was observed in ethanol-fed *Txnip^ΔEC^* mice than in *Txnip^fl/fl^* mice. Activation of p38 MAPK and ERK did not change in ethanol-fed *Txnip^ΔEC^* mice, indicating that TXNIP protects against hepatic ALD by regulating JNK signaling. Previous studies have demonstrated that JNK activation contributes to endothelial dysfunction by inhibiting eNOS phosphorylation 36, 37, whereas JNK inhibition restores eNOS synthase activation and endothelial function 38. JNK activation also upregulates the expression of inflammatory mediators and adhesion molecules, promoting the development of inflammatory liver diseases 39-41. In addition, preclinical studies on the use of JNK-specific inhibitors found them to exert protective effects by attenuating endothelial dysfunction and inflammation 42, 43. We further explored the direct interaction between the MAPK pathway and TXNIP and found that TXNIP interacted with TAK1 and regulated its activation in LSECs. A previous study has shown that TXNIP interacts with the 35-291 region of TAK1 in HEK 293 cells and inhibits TAK1 activity by interfering with the formation of the TAK1 and TAK1-binding protein 1 (TAB1) complex 44. Although the mechanism by which TXNIP regulates TAK1 in LSECs requires further investigation, our results show that TXNIP interacts with TAK1, thereby, attenuating TAK1 phosphorylation and subsequent JNK signaling in LSECs. The potential role of TAK1 in various liver diseases, including ischemia-reperfusion injury, MASLD, metabolic dysfunction-associated steatohepatitis (MASH), and HCC, is well defined 45-48. The suppression of TAK1 and its downstream signaling significantly promotes liver injury, inflammation, fibrosis, and tumor formation 45, 48. While TAK1 hyperactivation induces hepatic steatosis, inflammation, and fibrosis, TAK1 activity suppression alleviates the progression of these diseases 45, 47, 49. In the present study, TAK1 inhibition attenuated JNK activation, restored eNOS levels and NO production, and downregulated cytokines and adhesion molecules in *Txnip*-deficient LSECs. Subsequently, ethanol-induced liver injury and inflammation were ameliorated in *Txnip^ΔEC^* mice following treatment with a TAK1 inhibitor. These results demonstrate that TXNIP plays a protective role in ALD by suppressing TAK1 activation and downstream JNK signaling.

The conservation of the LSEC phenotype and prevention of capillarization may reduce the risk of progression from inflammation and fibrosis to irreversible cirrhosis and HCC 50. Approaches that maintain LSEC differentiation and function include restoration of their fenestrated phenotype via bone morphogenic protein 9 (BMP9) and GATA4 51, 52, reconstitution of VEGF/NO/sGC signaling 53, 54, and reestablishment of normal hedgehog signaling 55. The present study shows that TXNIP maintains the LSEC phenotype and function through interactions with TAK1 and JNK signaling, which protects against ALD progression. Our findings provide insights into LSEC-mediated ALD development and suggest that enhancing TXNIP expression may constitute a potential strategy to confer protection against ALD.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
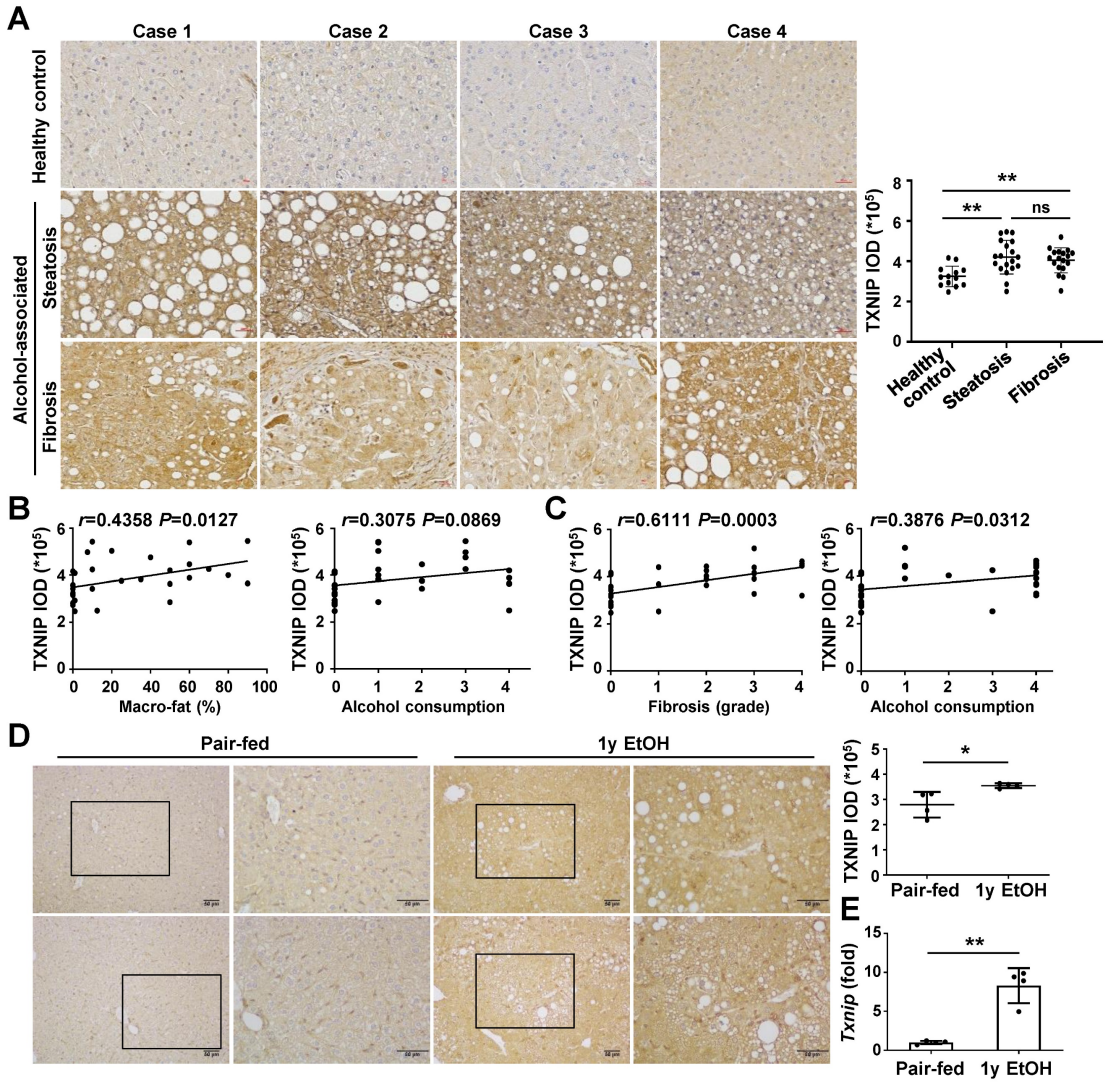
** TXNIP expression is increased in the liver tissue of patients with ALD and ethanol diet-fed mice. (A)** Representative image of immunohistochemical staining of TXNIP in liver sections from healthy controls (n = 13), patients with alcohol-associated steatosis (n = 19), and patients with alcohol-associated fibrosis (n = 18). Original magnification, ×200. The integrated optical density (IOD) of TXNIP-positive areas is shown on the right. **(B)** Association between TXNIP expression and macro-fat or alcohol consumption in ALD patients with steatosis. Alcohol consumption was defined as follows: Heavy (grade 4) > Moderate (grade 3) > Social (grade 2) > Occasional (grade 1) > None (grade 0).** (C)** Correlation between TXNIP expression and fibrosis grade or alcohol consumption in ALD patients with fibrosis. **(D)** Representative immunohistochemical images of TXNIP expression in mice fed a control or 4% ethanol diet for 1 year (1y EtOH, n = 4). Scale bars, 50 μM. The IOD of TXNIP-positive areas is shown on the right. **(E)** Hepatic expression of *Txnip* mRNA in mice fed a control or 4% ethanol diet for 1 year (1y EtOH, n = 4). Data are presented as means ± SD. *p < 0.05; **p < 0.01. “ns” stands for “not significant.”

**Figure 2:**
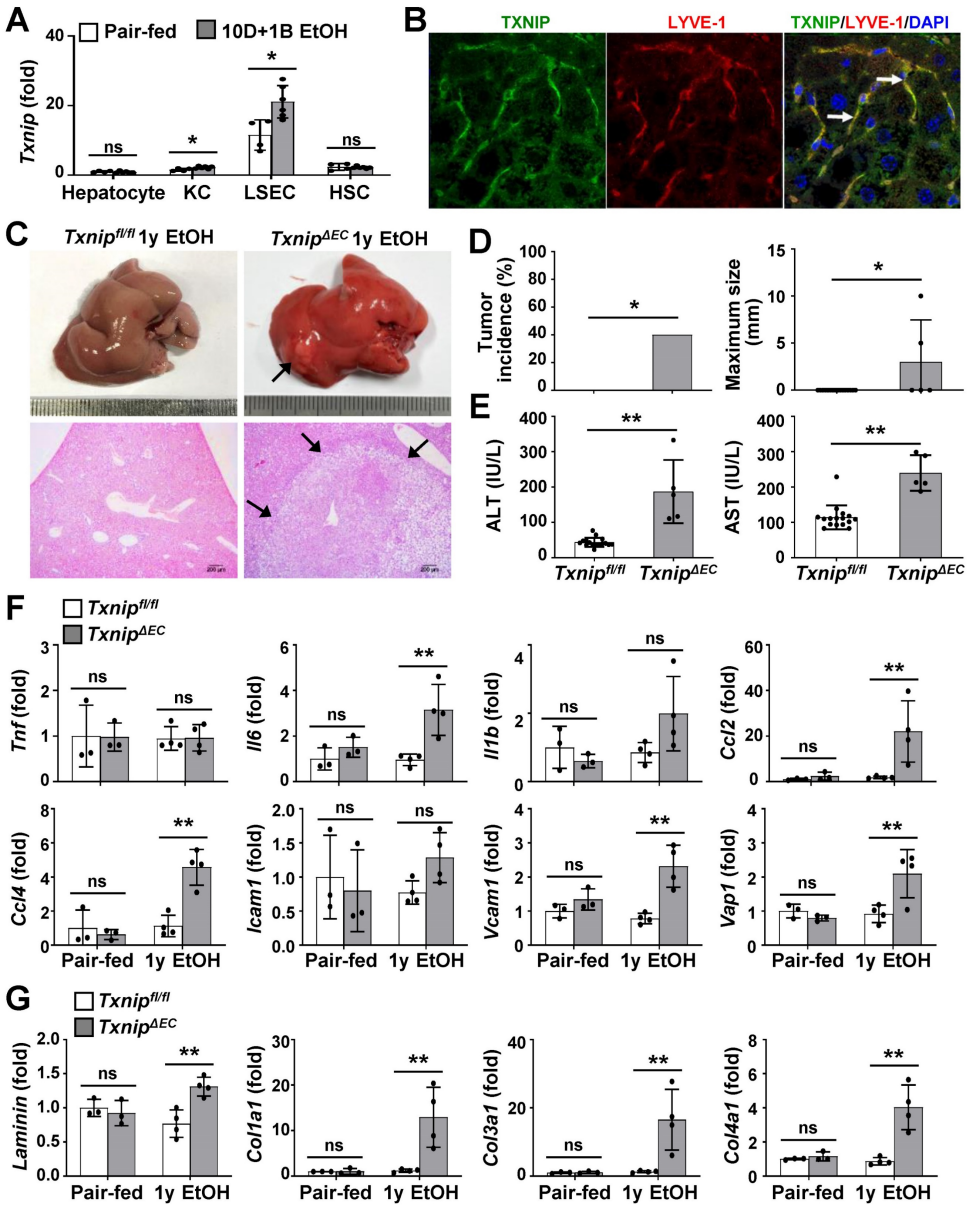
** Deficiency of *Txnip* in LSECs increases ethanol-induced liver diseases. (A)** Relative mRNA levels of *Txnip*. Hepatocytes, KCs, LSECs, and HSCs were isolated from WT mice after 10 day plus gavage (10D+1B EtOH; pair-fed, n = 4; ethanol [EtOH], n = 6). **(B)** Immunofluorescence staining of WT mice. Note the colocalization of TXNIP and LYVE-1 (arrows). Original magnification, ×400. **(C-G)** *Txnip^fl/fl^* and *Txnip^ΔEC^* mice were fed a liquid control diet or 4% ethanol diet for 1 year (1y EtOH). Representative gross findings and H&E staining of liver sections (C), incidence and maximum size of tumors (D), serum levels of ALT and AST (E) (*Txnip^fl/fl^*, n = 16; *Txnip^ΔEC^*, n =5), and qRT-PCR analysis (F-G) (pair-fed, n = 3; EtOH, n = 4). Note tumor nodule (arrows) compressing adjacent normal liver tissue in *Txnip^ΔEC^* mice. Scale bars, 200 μM. Data are presented as means ± SD. *p < 0.05; **p < 0.01. “ns” stands for “not significant.”

**Figure 3:**
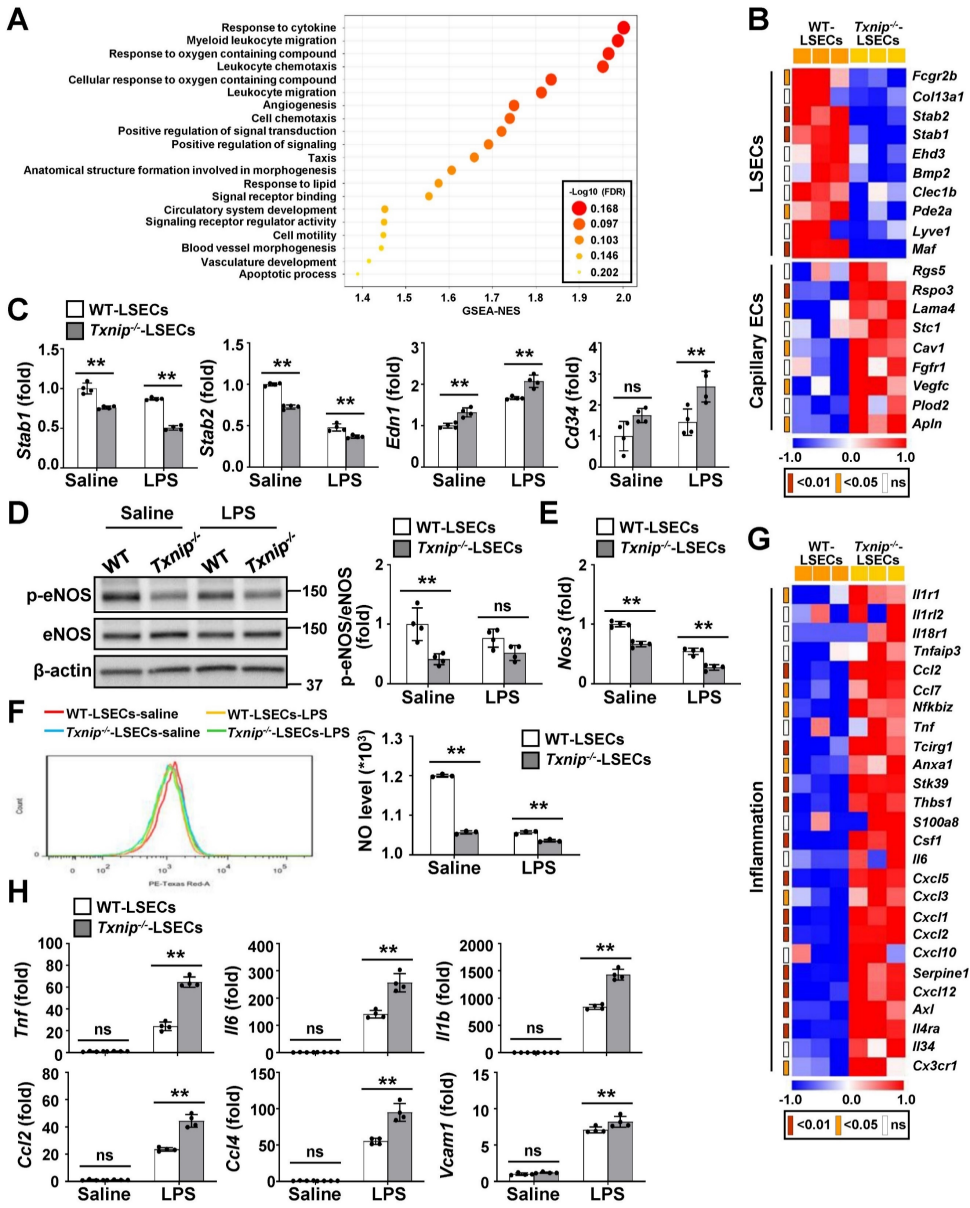
** TXNIP regulates LSEC capillarization, NO production, and proinflammatory function. (A)** GSEA of RNA-seq data. RNA samples were collected from LSECs isolated from *Txnip^-/-^* and WT mice (n = 3). The 20 most significantly enriched pathways are shown. **(B)** Heat maps showing changes in the expression of mRNAs related to LSEC differentiation (n = 3). The *p* values for the comparisons are indicated in color. **(C)** Relative mRNA levels of LSECs and capillary EC markers (n = 4). LSECs isolated from *Txnip^-/-^* and WT mice treated with LPS (0.75 μg/ml) for 6 h. **(D-F)** LSECs isolated from *Txnip^-/-^* and WT mice were incubated with LPS (0.75 μg/ml) for 6 h and subjected to western blotting (D) (n = 4), qRT-PCR analysis (E) (n = 4), and NO assay (F) (n = 3). **(G)** Heat maps showing changes in the expression of mRNAs related to inflammation (n = 3). The *p* values for the comparisons are indicated in color. **(H)** Relative mRNA levels of genes related to inflammation. LSECs isolated from *Txnip^-/-^* and WT mice treated with LPS (0.75 μg/ml) for 6 h. Data are presented as means ± SD. *p < 0.05; **p < 0.01. “ns” stands for “not significant.”

**Figure 4:**
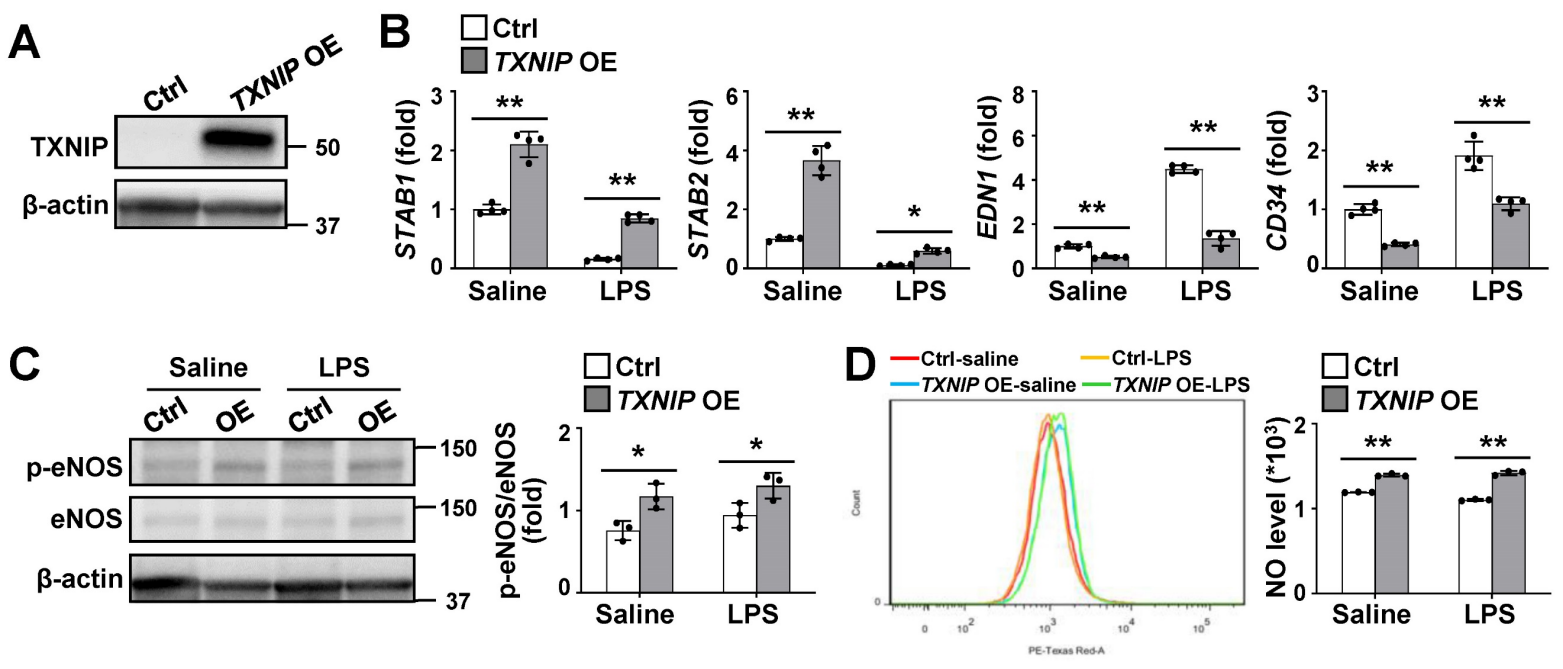
** Endothelial *TXNIP* overexpression blocks LSEC capillarization and increases NO production. (A)** Western blot analysis of TXNIP in control (Ctrl) and *TXNIP*-overexpressing (*TXNIP* OE) TMNK-1 cells. **(B)** Relative mRNA levels of LSECs and capillary EC markers (n = 4 biological replicates). Ctrl and *TXNIP*-OE TMNK-1 cells were incubated with saline or LPS (0.75 μg/ml) for 24 h. **(C-D)** Ctrl and *TXNIP*-OE TMNK-1 cells were incubated with saline or LPS (0.75 μg/ml) for 24 h and subjected to western blotting (C) and NO assay (D) (n = 3 biological replicates). Data are presented as means ± SD. *p < 0.05; **p < 0.01.

**Figure 5:**
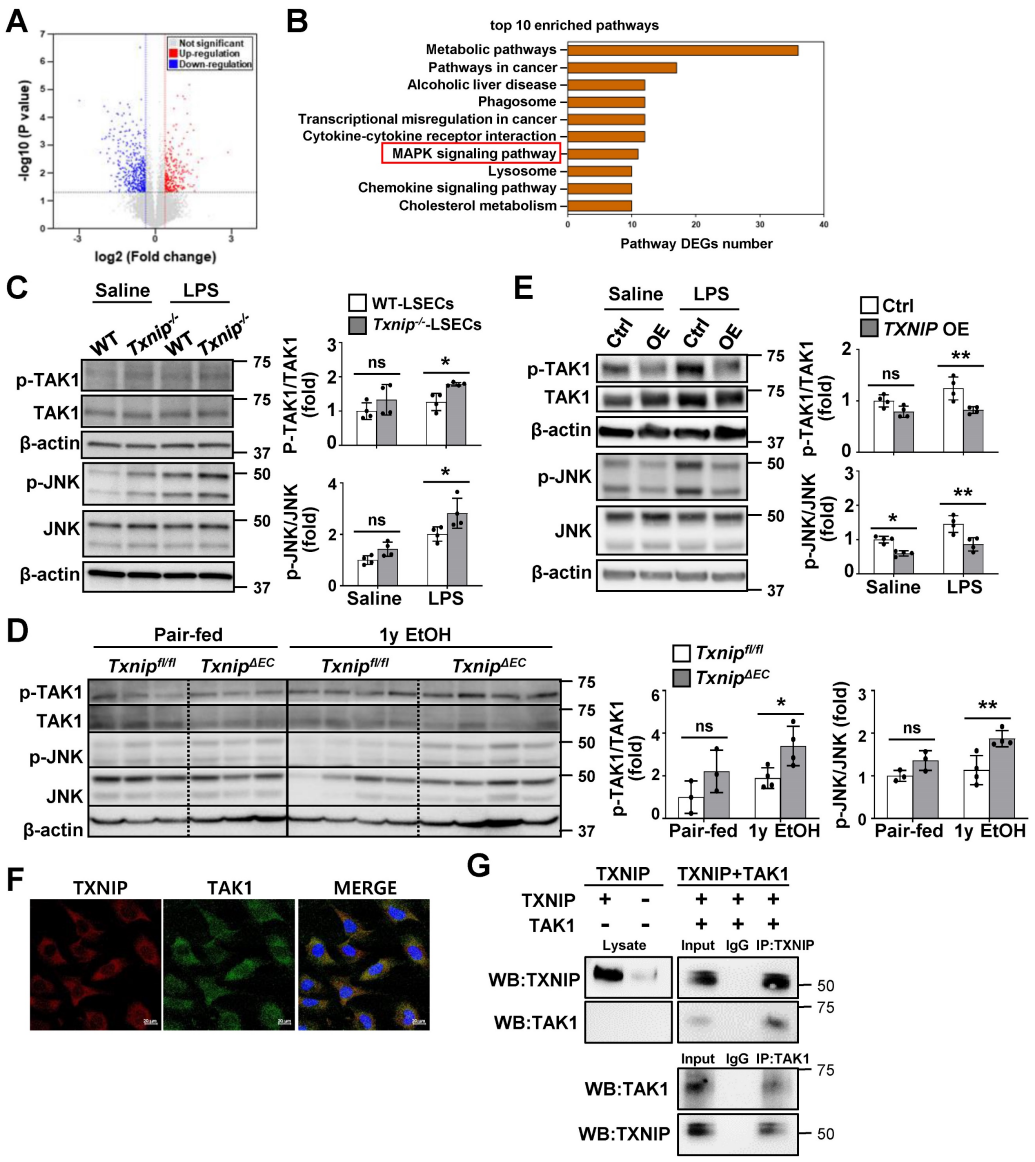
** TXNIP inhibits TAK1/JNK signaling in LSECs. (A)** Volcano map showing DEGs in LSECs isolated from *Txnip^-/-^* and WT mice (n = 3). **(B)** The top-10 most significantly enriched pathways contributing to TXNIP function based on the KEGG enrichment analysis. **(C)** Protein expression of TAK1 and JNK. LSECs isolated from *Txnip^-/-^* and WT mice were incubated with LPS (0.75 μg/ml) for 30 min (n = 4). **(D)** Western blot analysis of the liver tissue (pair-fed, n = 3; ethanol [EtOH], n = 4). *Txnip^fl/fl^* and* Txnip^ΔEC^* mice were fed a control or 4% ethanol diet for 1 year (1y EtOH). **(E)** Western blot analysis (n = 4 biological replicates). Control (Ctrl) and *TXNIP*-overexpressing (*TXNIP* OE) TMNK-1 cells were incubated with LPS (0.75 μg/ml) for 30 min. **(F)** Immunofluorescence staining of TXNIP and TAK1 in TMNK-1 cells. Original magnification, ×400. Scale bars, 20 μM. **(G)** Representative coimmunoprecipitation analysis of TXNIP and TAK1 in TMNK-1 cells. Data are presented as means ± SD. *p < 0.05; **p < 0.01. “ns” stands for “not significant.”

**Figure 6:**
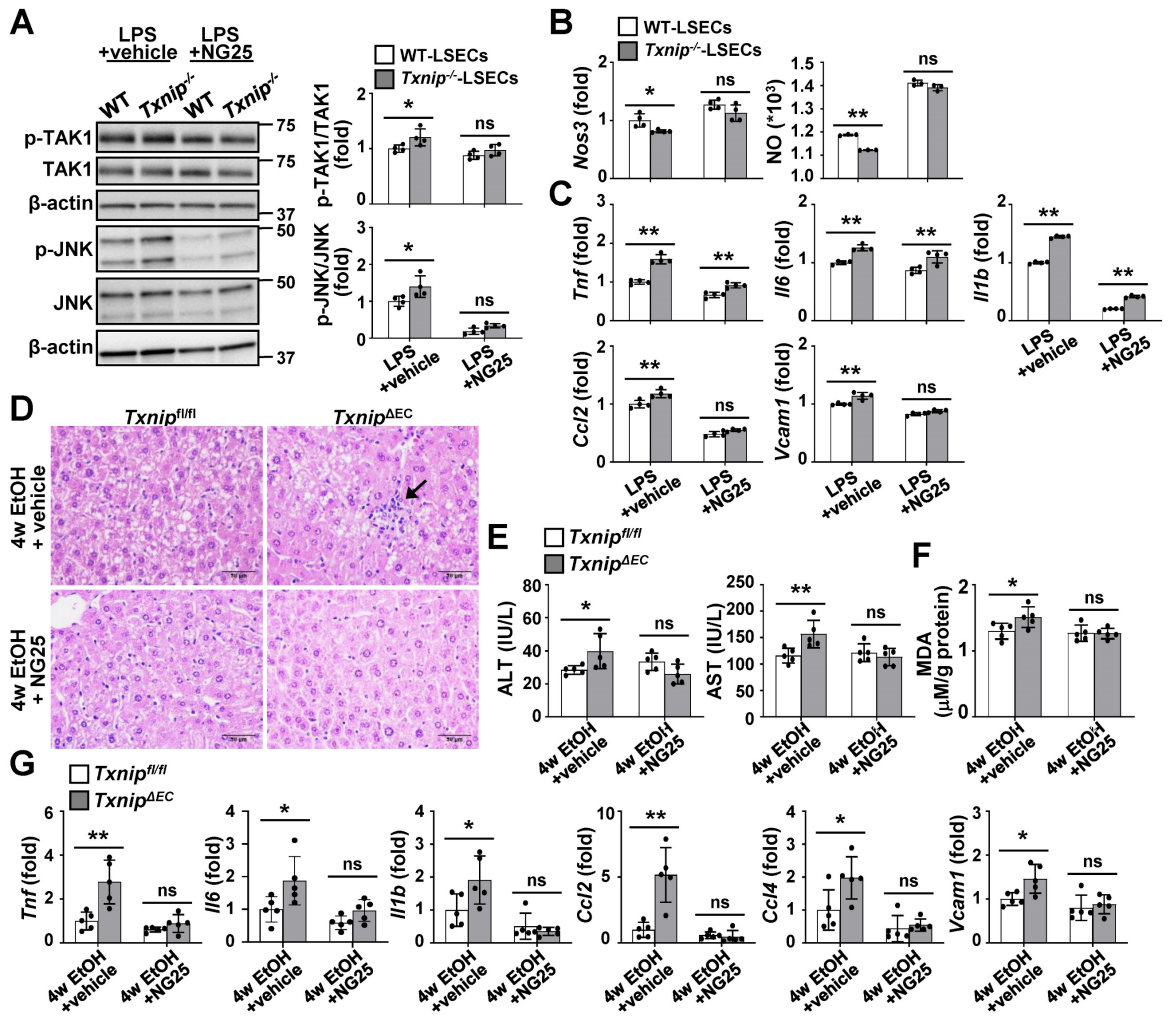
** TAK1 inhibition restores eNOS levels and ameliorates ethanol-induced liver injury, oxidative stress, and inflammation caused by *Txnip* deficiency in LSECs. (A-C)** LSECs isolated from *Txnip^-/-^* and WT mice were incubated with NG25 (500 nM) for 3 h, incubated with LPS (0.75 μg/ml) for 0.5 or 6 h, and subjected to western blot analysis (A), qRT-PCR analysis (B and C), and NO assay (B) (n = 4). **(D-G)** *Txnip^fl/fl^* and* Txnip^ΔEC^* mice were fed a 5% ethanol diet with NG25 (5 mg/kg/day) for 4 weeks (4w EtOH) and subjected to H&E staining (D), blood chemistry analysis (E), oxidative stress analysis (F), and qRT-PCR analysis (G) (n = 5). Scale bars, 50 μM. Data are presented as means ± SD. *p < 0.05; **p < 0.01. “ns” stands for “not significant.”

**Figure 7:**
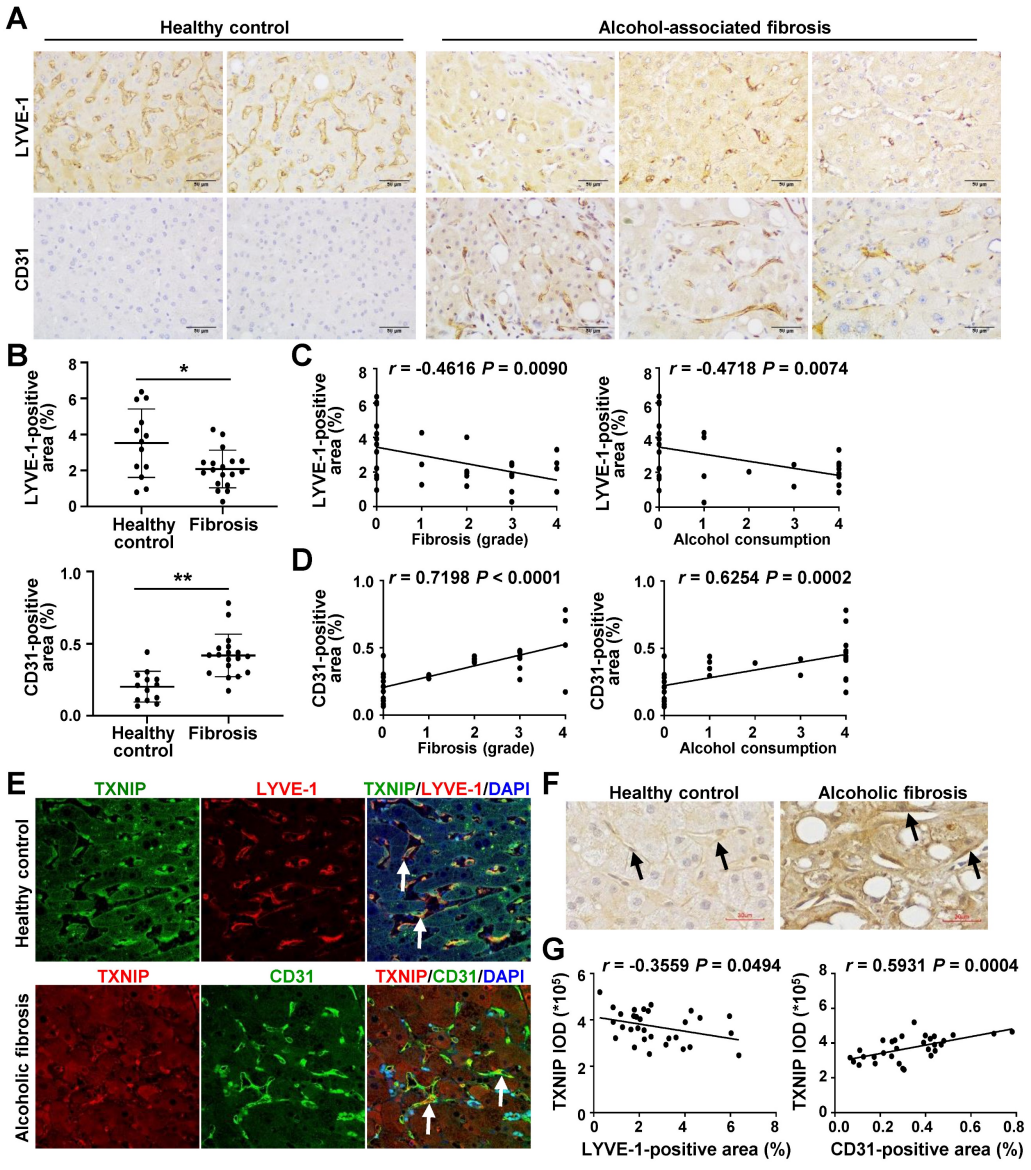
** Positive correlation between hepatic TXNIP expression and LSEC capillarization in patients with ALD. (A)** Representative image of immunohistochemical staining for LYVE-1 and CD31 in liver sections from healthy controls (n = 13) and in patients with alcohol-associated fibrosis (n = 18). Scale bars, 50 μM. **(B)** LYVE-1- and CD31-positive areas. **(C)** Negative correlation of hepatic LYVE-1 expression and fibrosis grade or alcohol consumption. **(D)** Positive association of hepatic CD31 expression and fibrosis grade or alcohol consumption. Alcohol consumption was defined as follows: Heavy (grade 4) > Moderate (grade 3) > Social (grade 2) > Occasional (grade 1) > None (grade 0).** (E)** Immunofluorescence staining of liver sections. Note the colocalization of TXNIP and LYVE-1 or CD31 (arrows). Original magnification, ×400. **(F)** Immunohistochemical images of TXNIP expression. Note the TXNIP-positive LSECs (arrows) in the human liver tissue. Scale bars, 30 μM. **(G)** Correlation of TXNIP expression and LYVE-1- or CD31-positive area in healthy controls and ALD patients. Data are presented as means ± SD. *p < 0.05; **p < 0.01. “ns” stands for “not significant.”

## Abbreviations

ALD: alcohol-associated liver disease
ALT: alanine aminotransferase
AST: aspartate aminotransferase
CCL4: C-C motif chemokine 4
COL1α1: collagen 1 α1
DEGs: differentially expressed genes
ECs: endothelial cells
eNOS: endothelial nitric oxide synthase
ERK: extracellular signal-regulated kinase
Edn1: endothelin-1
HCC: hepatocellular carcinoma
HSCs: hepatic stellate cells
ICAM-1: intercellular adhesion molecule 1
IL: interleukin
JNK: c-Jun N-terminal kinase
KCs: Kupffer cells
KEGG: Kyoto encyclopedia of genes and genomes
LPS: lipopolysaccharide
LSECs: liver sinusoidal endothelial cells
LYVE-1: lymphatic vessel endothelial hyaluronan receptor 1
CCL: C-C motif chemokine ligand
MASLD: metabolic dysfunction-associated steatotic liver disease
NO: nitric oxide
TAK1: transforming growth factor β-activated kinase 1
TGF-β: transforming growth factor-β
TIMP-1: tissue inhibitor of metalloproteinases-1
TNF-α: tumor necrosis factor-α
TXNIP: thioredoxin-interacting protein
α-SMA: alpha-smooth muscle actin
VAP-1: vascular adhesion protein 1
VCAM-1: vascular cell adhesion protein 1
WT: wild-type

How the deposited data were processed for this re-analysis (not part of the article)

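RNA of LSECs from *Txnip-/-* and WT mice was measured in 3 libraries per genotype, and all 6 libraries were used. The deposited files give counts: the authors aligned single-end QuantSeq 3′ mRNA-Seq reads with Bowtie2, counted unique and multiple alignments per gene with Bedtools, and deposited the whole-number counts without normalization. The paper's text names no version, genome build, annotation or use of strand for these steps. Counting multiple alignments gives reads to each copy of a gene with near-identical copies, and unstranded counting would give the reads of an overlapping antisense gene to both genes, so such an overlap is given for the genes named in the text. No molecular identifiers are named in the text, so intervals and floors cover counting error only.

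Each file lists 23282 rows by gene symbol, with 44 rows that repeat a symbol and were kept apart. The counts per library summed to between 9147764 and 10193952 for *Txnip-/-* LSECs (median 9632360) and between 9699159 and 9951078 for WT LSECs (median 9745357). At these totals 3 counts, taken as the floor of detection, equal 0.294 to 0.328 CPM. No library was left out of the results at the claims. WT replicates 1 and 2 were closer to each other than other pairs, with a chi-square of 3.93 per degree of freedom over genes averaging at least 10 counts. It was 8.32 to 9.57 between *Txnip-/-* libraries and 37.0 and 40.2 between WT replicate 3 and the other WT libraries. WT replicates 1 and 2 were counted as 2 replicates, as labelled. They differed by more than the sampling noise, but this cannot tell separate mice from repeat libraries of one sample. Replicate numbers were used as a block in an alternative only. The deviations of same-numbered libraries from their genotype means had correlations of -0.030, 0.017 and -0.047, so the numbers did not pair the libraries.

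In R 4.3.3, edgeR 4.0.16 was used with filterByExpr (11583 genes), TMM normalization, glmQLFit and glmQLFTest, with genotype as the single term and Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 and a fold change above 1.3. Standard errors were derived from the log2 fold change and its F statistic. Gene lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01) on log2 CPM with a prior count of 2. The lists were the LSEC, capillary EC and inflammation genes of Fig. 3B and 3G and lists of angiogenesis, chemokine and cytokine, and MAPK genes and of markers of hepatocytes, Kupffer cells, stellate cells, neutrophils, lymphocytes and cholangiocytes. The Reactome sets, 787 of them with 10 to 500 tested genes, came with fgsea 1.28.0 and were joined to the symbols by Entrez numbers. The gene table of assembly GRCm38.p6 gave such a number for 23132 of 23238 symbols. Positions are those of GENCODE M21 on GRCm38, matched by symbol for 22874 of 23238 symbols, and need not be those of the build the authors used.

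On simulated data drawn from the real means, dispersions and library sizes, with 200 genes changed 2-fold or 4-fold, the edgeR test called 150 of the 192 changed genes that passed the filter (78.1%) and 9 unchanged genes among 11343 tested. DESeq2 1.42.0 called 151 of 200 and 12 unchanged genes.

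The genes named were set before the data were examined: every gene the paper names for mouse LSECs, the 5 upregulated and the 5 downregulated DEGs with the smallest p among those whose genotypes did not overlap, and up to 6 MAPK genes with an unadjusted p under 0.05. Alternatives also set then were DESeq2, RLE, upper quartile or no normalization factors, 2 other filters, limma-trend, the replicate block, each library left out, and other thresholds. Leaving out *Rn45s*, a term for WT replicates 1 and 2, and a correction for the GC content of the last 500 bases of each transcript were chosen after seeing the data. So were the chi-square distance and the chemokine and cytokine list without the genes of Fig. 3G. With the term for WT replicates 1 and 2, the genotype difference rests on WT replicate 3 as the only WT library. KEGG and GO sets were not used here. A gene of Fig. 3G is counted in the totals of its list but is not reported here on its own.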

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

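The marker lists and the tests of hepatocyte, Kupffer and stellate cell markers against the LSEC, inflammation and capillary EC genes were set before the values were seen. All other tests in this part were chosen after the results were seen, including those on CPM gained or lost. These lists stand out where camera gave an unadjusted p under 0.05, and p-values adjusted over the 6 marker lists are given beside them.

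Kupffer cell markers, genes the paper does not discuss in the RNA-seq data, were lower in *Txnip-/-* LSECs. Of 19 markers 18 passed the filter, all 18 were lower, and 15 were DEGs. Their mean log2 fold change was -1.32 (adjusted p = 2.93e-26, limma camera), and they summed to 485 ± 18.5 CPM in *Txnip-/-* LSECs against 1020 ± 37.6 CPM in WT LSECs (SD, n = 3). The most abundant in WT LSECs was *Marco*, with 172 to 188 CPM by library totals in the WT libraries and 72.8 to 87.9 in the *Txnip-/-* libraries. For 17 of the 18 the genotypes did not overlap, against 17.4% of all tested genes and 10% by chance. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as large a mean, and 10 splits cannot give a smaller share.

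Library composition is argued against by the mean log2 difference from WT replicate 3 alone, -1.38, since its share of *Rn45s* was like that of the *Txnip-/-* libraries. GC content bias is argued against by the mean of -1.29 after the correction, with a GC value for all 18 markers. Fewer macrophages among the cells collected were tested by whether all markers fell alike. They fell by unequal amounts beyond their standard errors (heterogeneity Q of 120 on 17 degrees of freedom, probability 1.27e-17 from the chi-square approximation). Fewer macrophages would lower all 18 alike only if LSECs make none of these transcripts, which was not measured. The test therefore cannot decide, and a loss of macrophages stays open as a part or the whole of the cause. *C1qa*, *C1qb*, *C1qc*, *Csf1r* and *Vsig4*, singled out after their values were seen, had log2 fold changes between -1.49 and -1.44. The 3′ end of *Csf1r* overlaps an exon of *Hmgxb3* on the opposite strand. A change of expression within LSECs or macrophages was not tested.

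More macrophages in the *Txnip-/-* preparations would raise the Kupffer cell markers, whose mean was -1.32, which argues against them as the source of the higher inflammation genes. Whether more stellate cells were a source of these inflammation genes was not tested. Fewer macrophages could lower LSEC genes that macrophages also express. The 10 LSEC genes lost 1697 CPM in sum, 3.17 times the 535 CPM lost by the Kupffer cell markers. That ratio rests on *Lyve1*, whose level in WT replicate 3 was unlike that in WT replicates 1 and 2. The ratio was computed again without *Lyve1* only after the first value was seen, and it was 0.874. For the LSEC genes, with or without *Lyve1*, a contribution of macrophages therefore cannot be told apart from a fall within LSECs, because their level in macrophages was not measured.

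Stellate cell markers were higher in *Txnip-/-* LSECs. Of 18 markers 13 passed the filter (11 higher, 2 lower), with a mean log2 fold change of 0.65 (adjusted p = 0.000727, limma camera), and 3 were DEGs (*Dcn*, *Acta2* and *Tagln*). The 3′ end of *Tagln* overlaps exons of *Pcsk7* and *Gm48529* on the opposite strand. *Bgn*, the most abundant, was not higher (log2 fold change -0.14), and the list shares *Rgs5* with the capillary EC genes. More stellate cells in the *Txnip-/-* preparations are a possible explanation of the higher capillary EC genes, since the test set beforehand came out at 0.65. The 3 capillary EC genes above 50 CPM (*Apln*, *Lama4* and *Cav1*) gained 2.96 times the net 40.7 CPM gained by the stellate cell markers. For these 3 more stellate cells cannot be told apart from a change within LSECs, because their level in stellate cells was not measured. The ratio leaves out *Rspo3*, which alone of the capillary EC genes passed the adjusted threshold (adjusted p = 0.00302, edgeR). *Rspo3* rose from 9.87 CPM in WT LSECs to 25.3 CPM in *Txnip-/-* LSECs. For *Rspo3* and the other capillary EC genes below 50 CPM, more stellate cells stay open for the same reason. They were not tested as a source of the higher inflammation genes and stay open there too.

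Hepatocyte markers were higher, with a mean log2 fold change of 0.44 over 16 of 23 markers (11 higher, 5 lower; adjusted p = 0.0362, limma camera). None was a DEG (0), 2 had an unadjusted p under 0.05, and with an estimated inter-gene correlation the list did not pass. The test set beforehand, whether the list was higher, came out as dilution of LSEC RNA by hepatocyte RNA predicts. A second test, chosen after that value was seen, argues against dilution as the source of the lower LSEC genes, because the markers gained 11.7 CPM in sum. *Alb*, their most abundant gene, had 12.4 to 26.8 CPM by library totals over the 6 libraries and was not higher. The source of the small gain was not tested.

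Neutrophil markers rest on a single gene. Of 11 markers 1 (*Lcn2*) passed the filter, with 7.52 ± 1.86 CPM in *Txnip-/-* LSECs and 3.07 ± 0.45 CPM in WT LSECs (SD, n = 3), a log2 fold change of 1.29 (adjusted p over the lists 0.0175, limma camera), and it was not a DEG. Of 10 cholangiocyte markers 4 passed the filter, all 4 higher, with a mean log2 fold change of 0.44, which did not pass after adjustment over the lists (adjusted p = 0.0508, limma camera) or with fry. No explanation was tested for either. Of 15 lymphocyte markers 1 (*Ccl5*) passed the filter, with a log2 fold change of -1.01 (adjusted p = 0.177, limma camera), and did not stand out.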

How the results depend on the processing

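The count of DEGs depended on the settings. It was 167 (59 upregulated, 108 downregulated), and between 166 and 214 with RLE or upper quartile factors, library totals only, DESeq2, limma-trend, at least 10 counts in every library, or no fold threshold. With no filter on low counts it was 301 (106 upregulated, 195 downregulated), and with a log2 fold change over 1.3 it was 57 (10 and 47). An unadjusted p gave 867 (376 and 491), an unadjusted p from an unmoderated linear model 687 (309 and 378), and the same with a mean log2 CPM of at least 4 gave 296 (144 upregulated). Across the 6 fits that each left out one library the counts ran from 89 to 301 DEGs, 29 to 110 upregulated and 60 to 191 downregulated. The upper ends came without WT replicate 3 and the lower ends without WT replicate 1 or 2. Part of the lower counts follows from fewer libraries. The cause of the rise without WT replicate 3 was not tested.

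The share of upregulated DEGs was 35.3%. It was 19.4% with library totals only (35 upregulated of 180), 45.5% with the GC content correction (81 of 178) and 49.5% with a term for WT replicates 1 and 2 (96 of 194), the last 2 chosen after seeing the data. Library totals only moved the median log2 fold change of all genes by -0.082. Leaving *Rn45s* out, also chosen after seeing the data, gave 167 DEGs, 166 of them shared.

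With the replicate number as a block, 108 genes were called (68 downregulated), 106 of them among the 167. No pairing of the libraries was seen, since the correlations of the deviations of same-numbered libraries were -0.030, 0.017 and -0.047. With the block the mean log2 fold change was -0.42 for the LSEC genes, 0.63 for the capillary EC genes, 1.06 for the inflammation genes and 0.34 for the chemokine and cytokine genes, and the difference between between- and within-genotype distances was 13.6. No Reactome set (0) passed with the block, nor with an estimated inter-gene correlation (0), against 2; with the estimated correlation 22 had an unadjusted p under 0.05.

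*Txnip* kept its direction and call under all alternatives, with log2 fold changes from -3.21 to -2.92. The LSEC, capillary EC, inflammation, and chemokine and cytokine genes kept their direction and their side of 0.05 under the alternatives run, except that the chemokine and cytokine genes turned to -0.28 when the genes shared with Fig. 3G were left out, an alternative chosen after seeing the data. With each library left out, their means ran from -0.48 to -0.39, 0.55 to 0.64, 1.00 to 1.35, and 0.016 to 0.66. The lists with no shift changed sign. The mean of the angiogenesis genes was 0.010 with at least 10 counts in every library, 0.012 with a term for WT replicates 1 and 2, 0.010 with the GC content correction, and from -0.10 to 0.14 with a library left out. That of the MAPK genes was -0.055 with library totals only and from -0.032 to 0.047 with a library left out. With the term for WT replicates 1 and 2, the means of the hepatocyte, neutrophil and cholangiocyte markers were 0.71, 1.29 and 0.72. The cholangiocyte markers did not pass an unadjusted p of 0.05 with fry (0.44) or the GC content correction (0.47). The cause was not tested.

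Among single genes, *Lyve1* turned to 0.16 with the term for WT replicates 1 and 2. With a library left out, *Pecam1* ran from -0.15 to 0.054 (above 0 without WT replicate 3), *Mapk8* from -0.44 to 0.26 (above 0 without *Txnip-/-* replicate 2, and 0.031 without WT replicate 1), and *Mapk9* from -0.21 to 0.064 (above 0 without WT replicate 1, and 0.030 without *Txnip-/-* replicate 3). *Mapk8* was 0.0072 with the GC content correction and *Mapk9* 0.20 with the term for WT replicates 1 and 2. None of these 4 genes passed the adjusted threshold with all libraries, and *Lyve1* passed it without WT replicate 3 (-1.10) and with no filter on low counts (-0.79). With the block 3 of 59 named genes lost an adjusted p under 0.05 (*Stab1*, *Stab2* and *Fosl1*), with no filter on low counts 8 gained one, and with a library left out up to 5 lost theirs (without *Txnip-/-* replicate 2) and up to 6 gained one (without WT replicate 3).

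The separation of the libraries had the largest value of the 10 splits with the Euclidean distance on all, unfiltered or the 500 most variable genes, with the Spearman distance and with the replicate means removed, with p at its lower limit of 0.1, so these p-values say nothing on stability. With the chi-square distance, chosen after seeing the data, 2 of the 10 splits had as large a value. The tree parted the genotypes in its first split with complete linkage, with the Spearman distance and with the replicate means removed, but not with average linkage on all genes, on the 500 genes with the highest variance, with no filter, or with the chi-square distance.

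In the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many DEGs, upregulated DEGs, downregulated DEGs and Reactome sets and as large a mean for the LSEC, capillary EC, inflammation and chemokine and cytokine genes. The other 9 splits gave 0 DEGs. For the angiogenesis and the MAPK genes, 6 of the 10 splits gave as large a mean. A share under 0.1 cannot be had with 3 libraries against 3. At this depth, genes with a few counts per library, such as *Il6* and *Il1b*, could not be tested.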

Differences from the paper's values

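The paper's count of DEGs is 326, with 139 upregulated and 187 downregulated, and the counts here were 167, 59 and 108. The paper's methods state a log fold change above 1.3, while the counts here take a 1.3-fold change, which Fig. 5A draws. Read as a log2 fold change above 1.3, the counts were 57, 10 and 47, farther from the paper's. Of the alternatives set before the data were examined, 3 came within 1.5 times all 3 of the paper's counts: no filter on low counts (301, 106 and 195), leaving out WT replicate 3 (301, 110 and 191), and an unadjusted p from an unmoderated linear model over genes with a mean log2 CPM of at least 4 (296, 144 and 152). DESeq2 (129) and library totals only (145) came within 1.5 times the paper's downregulated count but not its other counts. The fit with a term for WT replicates 1 and 2 rests on WT replicate 3 as the only WT library, so its counts are not set against the paper's. The other alternatives set before the data were examined did not come within 1.5 times any of the 3 counts.

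In Fig. 3B, about 5 of the 10 LSEC genes carry a colour for p under 0.05, read by eye, and 9 had an unadjusted p under 0.05 here. *Col13a1*, *Bmp2*, *Clec1b* and *Lyve1* are not coloured there and had unadjusted p-values of 0.0497, 0.0308, 0.00509 and 0.00182 in edgeR's quasi-likelihood test. With the unmoderated linear model on log2 CPM, set before the data were examined, the count was 5 and all 10 genes fell on the side of 0.05 that Fig. 3B shows. It was also 5 with a mean log2 CPM of at least 4. The count was 7, within 1.5 times, with the replicate block, without *Txnip-/-* replicate 2 or 3 and without WT replicate 2, and 8 to 10 with the others. With the GC content correction, chosen after seeing the values, the count was 7. For the capillary EC genes the count was 5 both here and, about, in Fig. 3B, but edgeR's test placed 5 of the 9 genes on the side the figure shows and the linear model placed 9. For the inflammation genes the count was 18 here and about 18 in Fig. 3G. Of the 22 genes tested, edgeR's test placed 19 and the linear model 21 on the side the figure shows. *Cx3cr1* is coloured in Fig. 3G and had an unadjusted p of 0.379 in edgeR's test and 0.0389 in the linear model.

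The paper states that the MAPK pathway was altered most among KEGG pathways. In a list of MAPK genes written before the data were examined, 2 of 91 tested genes were DEGs, and the list was not enriched in DEGs (Fisher's exact test, two-sided, p = 0.379). That list holds genes of the MAPK cascades and is not the KEGG set, which was not tested. The result for the list therefore does not contradict the paper's KEGG result. The paper states that its cluster analysis parted the genotypes clearly. The average-linkage tree here did not part them in its first split, and complete linkage and the Spearman distance did.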

Other observations

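The genes measured in the paper, given first, were set before the data were examined. The other tests in this part were chosen or redefined after results were seen.

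Genes that the paper measured in LSECs by qRT-PCR, or in livers, are given here with their RNA-seq levels, which come from another experiment. *Edn1* had 1776 ± 51.5 CPM in *Txnip-/-* LSECs and 1884 ± 118 CPM in WT LSECs (SD, n = 3), a log2 fold change of -0.086 (standard error 0.07, adjusted p = 0.715, edgeR). *Cd34* had 6.19 ± 0.94 and 9.79 ± 4.56 CPM (log2 fold change -0.66, standard error 0.34, adjusted p = 0.481, edgeR). *Nos3* had 11.8 ± 1.81 and 10.7 ± 1.54 CPM (log2 fold change 0.13, standard error 0.25, adjusted p = 0.906, edgeR), and its 3′ end overlaps an exon of *Atg9b* on the opposite strand. *Pecam1* and *Vcam1* had log2 fold changes of -0.077 and 0.13 (adjusted p = 0.851 and 0.643, edgeR). None of these genes passed an adjusted p of 0.05. Of these 5 genes only *Vcam1* had no overlap between the genotypes, against 17.4% of all tested genes and 10% by chance. With each library left out the log2 fold change of *Cd34* stayed between -0.87 and -0.21. By qRT-PCR, the paper reports *Edn1* and *Cd34* as higher and *Nos3* as lower in *Txnip*-deficient LSECs. In the RNA-seq libraries *Edn1*, *Cd34* and *Nos3* each had the opposite sign without passing the threshold, so these libraries do not show those changes. *Il1b* had 2, 0 and 0 counts in the *Txnip-/-* libraries and 1, 0 and 0 in the WT libraries, and *Ccl4* had 5, 1 and 8 against 20, 33 and 7, both below the filter.

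DEGs were more frequent near *Txnip*. Within 20 Mb of it on chromosome 3, 10 of 278 tested genes other than *Txnip* were DEGs, or 3.6%, against 156 of 11221 elsewhere, or 1.39% (Fisher's exact test, two-sided, p = 0.00707). The 10 genes, *Rps3a1*, *Cd5l*, *Nes*, *S100a6*, *S100a11*, *Snx27*, *Ctss*, *Plekho1*, *Csf1* and *Gstm1*, were singled out by their place after their values were seen. Among 249 overlapping windows of 278 genes across the genome, 2 held as many DEGs, and the median was 4. Without the Kupffer cell markers *Cd5l* and *Ctss*, 8 DEGs were left in the region (Fisher's exact test, two-sided, p = 0.0294). A candidate explanation is that variants of the strain in which *Txnip* was targeted were carried along with the allele. The split at 20 Mb was made after the places of the DEGs were seen. This may apply to genes of the region only, since 156 DEGs lie beyond it, and no variant was examined. *Csf1* is one of the inflammation genes and *Ctss* one of the 5 downregulated DEGs named, so for both a neighbouring variant stays open beside an effect of *Txnip*. *Rps3a1* has processed copies whose reads the counting of multiple alignments could share.

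WT replicates 1 and 2 differed from the other 4 libraries in their share of *Rn45s* and in the number of genes with a single count, 547 and 548 against 349 to 396. Both are WT libraries, so a technical difference between these 2 and the other 4 could add DEGs. To test this, DEGs were called without WT replicate 3 and then looked up in it, a test redefined after the counts with each library left out were seen but before its own value. Of 301 genes, 158 kept their direction past a 1.3-fold change, or 52.5%. In 20 simulated data sets in which WT replicate 3 was like the *Txnip-/-* libraries this share was 16.2% to 20.6%, and in 20 in which it was like WT replicates 1 and 2 it was 72.6% to 80.0%. A technical difference therefore is not the whole source of the DEGs, while a part of them may rest on what sets WT replicates 1 and 2 apart. GC content bias is not the source of the count either, since 178 DEGs were called after the correction, 156 of them shared. The labels name no batch.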
